# The Wild Rice Locus *CTS-12* Mediates ABA-Dependent Stomatal Opening Modulation to Limit Water Loss Under Severe Chilling Stress

**DOI:** 10.3389/fpls.2020.575699

**Published:** 2020-10-30

**Authors:** Weijian Cen, Wenlong Zhao, Mingqing Ma, Siyuan Lu, Jianbin Liu, Yaqi Cao, Zhenhua Zeng, Hanxing Wei, Shaokui Wang, Rongbai Li, Jijing Luo

**Keywords:** wild rice (*Oryza rufipogon* Griff), chilling tolerance, O2PLS/OPLS-DA, transcriptomic profiling, metabolic profiling, ABA, stomatal modulation, water uptake/loss balance

## Abstract

A near-isogenic line (NIL) DC90 which was generated by introgressing a wild rice (*Oryza rufipogon* Griff.) locus *CTS-12* into the 9311(*Oryza sativa* L. ssp. *indica*) background confers chilling tolerance phenotype. Here, our pilot trials showed that chilling tolerance was positively correlated with abscisic acid (ABA) biosynthesis. To understand how *CTS-12* mediated the ABA-dependent multi-levels of regulation, the integration of transcriptomic and metabolomic profiling using the two-way orthogonal projections to latent structures (O2PLS) and discriminant analysis (OPLS-DA) modeling was performed to investigate the mechanisms underlying chilling tolerance. Our results revealed that metabolic shifts, including the activation of stachyose biosynthesis, amino acid metabolism pathways, phenylpropanoid/flavonoid biosynthesis, ABA biosynthesis, and perturbation of glycolysis, occurred under chilling treatment; in the recovery period, glutamate-related pathways, β-alanine biosynthesis and degradation, and serotonin biosynthesis pathways were differentiated between 9311 and DC90. Particularly, the differentially accumulated metabolites (DAMs) and differentially expressed genes (DEGs), including galactinol, β-alanine, glutamate, naringenin, serotonin, ABA, and *LOC_Os03g44380* (9-*cis*-epoxycarotenoid dioxygenase 3, *OsNCED3*), might be involved in the chilling tolerance variation of 9311 and DC90. CRISPR/Cas9-edited *OsNCED3* resulted in chilling sensitive of *japonica* rice ZH11, demonstrating the involvement of ABA pathway in chilling stress response. In addition, chilling tolerance of rice was associated with the balance of water uptake and loss that was modulated by stomatal movement under chilling stress. Therefore, we speculated that the *CTS-12*-mediated ABA signaling pathway leads to transcriptional regulation of chilling-responsive genes and, in turn, triggers metabolic shifts to coordinately regulate the stomatal movement of guard cells. The results of this study improve our understanding of the multilevel regulation of wild rice in response to chilling stress.

## Introduction

Higher plants are sessile and usually adopt the ‘overcome’ strategy upon encountering any extreme environmental stresses, in contrast to animals, which preferentially opt for the avoidance of unfavorable circumstances. Chilling stress (above 0°C) is a wide-spread factor with deleterious effects on several facets of plant life and causes substantial economic losses in agriculture (Pareek et al., 2017). Irreversible biochemical and physiological perturbations imposed by chilling stress cause visible injury to plants, such as leaf discoloration and wilting, accelerated aging, incomplete ripening, and even death (Zhang et al., 2016). The mechanisms underlying chilling responses upon exposure to chilling stress are well established, and many genes that are either up- or down-regulated have been identified (Seki et al., 2001; Fowler and Thomashow, 2002). The *ICE1* (*Inducer of CBF expression 1*)-*CBFs* (*C-repeat-binding factors*)-*COR* (*Cold-responsive*) regulon is a well-characterized cold-responsive signaling pathway (Thomashow, 1999; Chinnusamy et al., 2006). In addition, ABA also plays a vital role in chilling stress signaling cascades. Chilling stress induces the accumulation of endogenous ABA in plants (Chawade et al., 2013; Sah et al., 2016). Likewise, exogenous application of ABA can also enhance the chilling tolerance of plants (Xing and Rajashekar, 2001). Recent advances in our understanding of ABA signal transduction suggest that three protein classes, pyracbactin resistance/pyracbactin resistance-like/regulatory component of ABA receptor (PYR/PYL/RCARs), are ABA receptors. In this signaling pathway, protein phosphatase 2Cs (PP2Cs) and sucrose non-fermenting 1 (SNF1)-related protein kinase 2s (SnRK2s), in particular, open stomata 1 (OST1)/SnRK2.6, act as negative and positive regulators, respectively (Yoshida et al., 2006; Park et al., 2009; Umezawa et al., 2009). In the absence of ABA, SnRK2s are inhibited by PP2Cs, while plants exposed to abiotic stresses, increased ABA levels lead to formation of the PYR/PYL/RCAR-PP2C complex (Fujii et al., 2009; Ma et al., 2009; Park et al., 2009) and release of SnRK2s inhibition. The activation of SnRK2s further regulates the transcription of ABA-responsive genes and ion channels on cell membranes (Nishimura et al., 2009). The activation of S-/R-type anion channels slow anion channel-associated 1 (SLAC1) and quickly activating anion channel 1 (QUAC1) on the membranes by phosphorylation results in the efflux of anion from guard cells and a reduced cell turgor, thereby promoting stomatal closure (Assmann and Jegla, 2016; Hedrich and Geiger, 2017). In the ABA-mediated stomatal movement signaling pathway, ROS, NO, and Ca^2+^ act as a key convergence point for the regulation of stomatal closure. The increased levels of ROS, NO, or Ca^2+^ in guard cells trigger multiple events in either downstream or upstream processes (Agurla and Raghavendra, 2016).

However, multiple levels of regulation are involved in the response of plants to chilling stress (Zhang et al., 2016). Therefore, a comprehensive understanding of the multiple levels of plant bioprocesses, including transcriptomic, proteomic, and metabolomic reprogramming, is needed to cope with the challenges of adverse environmental stresses. Currently, the growing interest in linking multiomics data could, in turn, facilitate an overview of almost all bioprocesses of plants involved in stress responses that individual studies alone would otherwise not achieve (Copley et al., 2017). For efficient extraction of informative biological mechanisms from the analyses based on data from different omics platforms, it is necessary to develop methods to allow relevant biological processes to be easily described and interpreted. O2PLS, a supervised multivariate analysis, is an algorithm that can integrate data from different omics platforms such as RNA-Seq and LC-MS/MS; it is also capable of multiblock bidirectional correlations (Trygg and Wold, 2003; Kirwan et al., 2012). By the modeling of O2PLS, one could identify joint variations between two datasets, respectively, as well as systematic variations that are unique to each dataset (Bylesjo et al., 2007). Analyses of joint variation and unique variables help us predict the occurrence of biological responses in cells (Trygg and Wold, 2003; Bylesjo et al., 2007). OPLS-DA can be used to identify differential variables between classes (Bylesjö et al., 2006). Thus far, although the application of O2PLS in integrating plant transcript and metabolite profiling data can be found in recent literature (Szymanski et al., 2014; Copley et al., 2017), reports using O2PLS to explore the functional links between different omics levels in plants in response to chilling stress are rare.

Changes in metabolites are considered as the ultimate responses of plants to adverse stresses; thus, metabolites are the real players in plant stress responses (Zhang et al., 2016). Therefore, metabolic responses to chilling stress in plants have attracted increasing attention. In a recent study, the accumulation of galactinol and raffinose in plants under abiotic stresses has suggested their possible roles in ROS scavenging (Nishizawa et al., 2008). In addition, amino acid metabolisms are also perturbed under chilling stress, with a marked accumulation of some amino acids, such as glutamate, ornithine, proline, cysteine, and polyamine, and a decline in others, such as branched-chain amino acids (Kaplan et al., 2007; Usadel et al., 2008). In Arabidopsis (*A. thaliana*), the biosynthesis of flavonoids, anthocyanins, and phenylpropanoids is induced by chilling stress; of which, anthocyanin is positively correlated with chilling tolerance in some ecotypes, such as Tenela (Te) and C24 (Marczak et al., 2008). Thus far, despite recent advances in the studies of plant responses to chilling stress, relatively little has been reported based on the integration of ‘omics’ data from two platforms. Therefore, an exploration of the functional links between different omics levels will shed new light on identification of the mechanisms underlying chilling stress tolerance in plants.

In this study, we aimed to infer the potential mechanisms relevant to chilling stress tolerance of wild rice. DC90, a previously developed chromosome segment substitution line (CSSL) which harbors a chilling-tolerant wild rice locus *CTS-12* (Wang et al., 2017), and its recurrent parent 9311 (chilling sensitive variety) were used to perform non-targeted metabolomic and transcriptomic profilings under chilling and recovery treatment to investigate the impact of *CTS-12* on the multilevel chilling-induced responses of plants that differentiate the chilling tolerance capacity between the two genotypes. O2PLS and OPLS-DA modeling were performed to integrate two datasets to identify joint variations between them. Our results suggest that the DAMs and DEGs, including galactinol, β-alanine, glutamate, naringenin, serotonin, ABA, and *LOC_Os03g44380*, might be involved in the chilling tolerance variation of 9311 and DC90.

## Materials and Methods

### Plant Materials, Growth, and Experimental Treatment

The growth of rice seedlings and chilling-stress phenotyping were performed according to previously described methods (Cen et al., 2018). The non-lethal 72-h/24-h chilling/recovery treatment regime was applied for ‘omics’ sample collection. Three and six biological replicates of whole plant samples were collected for RNA-Seq and LC-MS/MS, respectively. The samples for chilling stress phenotyping and measurements of physiological indexes were harvested based on two treatment regimes: one was the same as those for omics, and the other consisted of 120-h/12-h chilling/recovery to examine the ultimate changes of stress-induced biomarkers (Figure 1A and Supplementary Figure S1). For ABA application assay, four-leaf-stage seedlings were treated with or without 95.0 μM ABA or 10.0 mM sodium tungstate (Na_2_WO_4_) in nutrient solution under chilling stress for 5 days, then recovered at 28°C for 12 h and examined phenotypic changes (Matsuda et al., 2016). Three biological replicates were tested for the assay.

**FIGURE 1:**
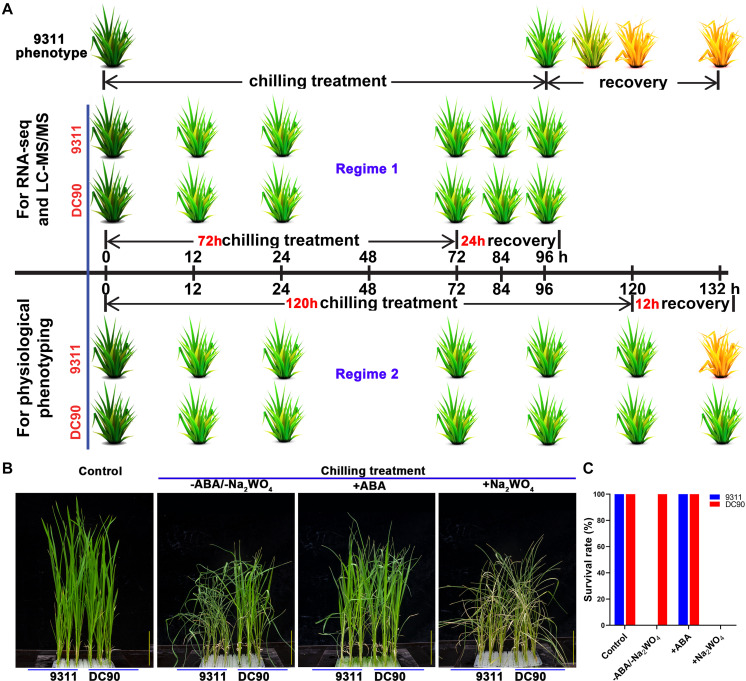
Chilling stress phenotypes of 9311 and DC90 in response to exogenous application of ABA and its biosynthetic inhibitor, and diagram of the sampling and phenotyping timepoints. **(A)** Phenotyping and sample collection timepoints for RNA-Seq and LC-MS/MS, respectively. **(B)** Chilling stress phenotypes of 9311 and DC90 with exogenous application of ABA and its biosynthetic inhibitor Na_2_WO_4_. **(C)** Survival rate of 9311 and DC90 under chilling stress with/without exogenous ABA/Na_2_WO_4_ application. Scale bars = 5 cm in **(B)**. Three biological replicates were tested.

### Transcript Profiling

Sequencing libraries were generated using the NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB, United States) following the manufacturer’s recommendations. PCR was performed with size-selected, adaptor-ligated cDNA using Phusion High-Fidelity DNA polymerase and the products were purified (AMPure XP system). The sequencing was performed on an Illumina 2500 platform, and paired-end reads were generated.

The clean reads were mapped to the reference genome (Rice Genome Annotation Project Release 7^1^) using Hisat2 tools. DEGs between each treated timepoint and untreated control were detected using DEseq with | log2(FC)| ≥ 2 and FDR ≤ 0.001 as thresholds to identify chilling- and recovery- induced DEGs, respectively. Raw data (raw reads) were deposited to gene expression omnibus (GEO) database of NCBI (accession number: GSE143878^2^).

### Metabolomic Profiling

Metabolites were extracted as described previously (Meng et al., 2019). The LC-MS/MS data were obtained using Nano LC 1000 LC-MS/MS with a Proxeon EASY-nLC 1000 coupled to a Thermo Fisher Q Exactive system. Metabolite identification was performed by automated comparison of their detected ion features with a reference library of chemical standard entries, including retention time, molecular weight (m/z), preferred adducts, in-source fragments and their associated MS/MS2 spectra. The raw area count for each metabolite was rescaled through the division of each sample value by the median value for this specific metabolite to obtain the scaled amount for better data visualization. DAMs between each treated timepoint and the untreated control was determined with the threshold of | log2(FC)| ≥ 1 and *P* ≤ 0.05, respectively.

### Data Integration and Statistical Analysis

SIMCA-P + 14.1 was employed to perform multivariate analysis and principal component analysis (PCA) and generate the scoring and loading plots. Transcriptomic and metabolomic data were integrated using O2PLS method which built in the SMICA-P + 14.1 (Umetrics, Umea, Sweden) to identify variables of joint variation between the two blocks (transcript block: X and metabolite block: Y) and that were unique to either block. The data were subjected to log10 transformation and Pareto (Par) scaling before modeling. Both datasets were then scaled to an equal total sum of squares to avoid the dominance of any dataset. A variables importance on the projection (VIP) score ≥ 1.1 and *P* ≤ 0.05 (Student’s *t*-test in the univariate analysis) were used as the threshold for identifying significant joint variation variables between two datasets (chilling-/recovery-induced transcript and metabolite dataset). Subsequently, an OPLS-DA analysis was performed based on the joint variation to discriminate the implicit class information between the classes (DC90: tolerant and 9311: sensitive classes) that were captured by related structures (Supplementary Figure S1) (Bylesjö et al., 2006). The chilling and recovery discriminatory variable set (subsets of DEGs and DAMs) were finally determined with the threshold of VIP ≥ 1.0, respectively.

Statistical analysis was perform using GraphPad 8.0 software. Multiple *t*-test was used to identify DEGs and DAMs (*P* ≤ 0.05) in the univariate analysis. The false discovery rate (FDR) was used to correct for multiple comparisons of all identified genes/metabolites. The R package ggcorrplot (v 0.1.3) was used to perform the Pearson’s coefficient correlation analysis.

### Quantitative Real Time Reverse Transcription PCR Analysis

Total RNA was isolated using TRIzol reagent following the manufacturer’s instructions. cDNA synthesis was performed by reverse transcription (RT) with the Thermo Scientific RevertAid First Strand cDNA Synthesis Kit (Cat# K1622) according to the manufacturer’s protocol. The primers for related genes were obtained from qPrimerDB^3^ (Lu et al., 2018). qPCR was performed using a Roche LightCycler 480 Real-Time PCR System in 10 μL reactions with the SYBR Green PCR Master Mix kit (Bio-Rad, United States) to detect the relative expression of these genes following the manufacturer’s protocol. The relative expression of each gene was calculated according to the 2^–△^^△^^CT^ method (Livak and Schmittgen, 2001). The *Actin* gene (LOC_Os11g06390) was used as an endogenous reference for qPCR.

### Targeted Quantification of Phytohormone

Phytohormone was extracted as described previously (Gong et al., 2016). The samples were subjected to UHPLC-QTRAP (AB SCIEX, United States). The flow rate was 400 μL/min, and the injection volume was 4 μL. Operation parameters of the ion source were as follows: MRM mode: source temperature 500°C, Ion Source Gas1 (Gas1): 45, Ion Source Gas2 (Gas2): 45, Curtain gas (CUR): 30, ion Spray Voltage Floating (ISVF)-4500 V.

### Generation of CRISPR/Cas9 Knockout Lines

CRISPR/Cas9 genome-targeting system was used to create the knockout lines. The plasmids were constructed as described previously (Ma et al., 2015). The resulting constructs with specific target sites were introduced into the *Japonica* rice ZH11 via *Agrobacterium tumefaciens-*mediated transformation. The homozygous knockout lines were selected for further phenotypic analysis.

### Relative Water Content (RWC) and Root Osmotic Exudation Measurements

The samples were collected and weighed to determine their fresh weight (FW), then oven-dried to get dry weight (DW). The RWC was calculated using the following equation:

$$\text{RWC}\left(\%\right)=\frac{\text{FW}-\text{DW}}{\text{FW}}\times 100\%$$

The osmotic exudation was expressed as the volume of exudation per hour per gram of root dry weight (g h^–1^g^–1^RDW) (Murai-Hatano et al., 2008). Rice plants were cut off at a distance of 2–3 cm from the base. The xylem bleeding saps were collected into a tube with a cotton ball for 12 h and weighed. The roots were collected and the RDW was measured.

### Analysis of the Stomatal Aperture Movement

The second leaves of chilling/recovery-treated seedlings were cut into 5-mm squares and immediately frozen in liquid nitrogen. The leaf stomatal apertures were examined under a FEI QRATRO S scanning electron microscope (Thermo Fisher Scientific, United States) with a freezing stage. The stomatal opening status was defined and analyzed (Matsuda et al., 2016).

### Examination of ROS and ROS Enzyme Activity

The second leaves of rice plants (0.15 g fresh weight) were ground in liquid nitrogen to a fine powder and then thoroughly resuspended in 1.35 mL phosphate buffered saline (PBS) buffer (10 mM, pH 7.2). After centrifugation, the supernatant was collected for subsequent assays. The contents of H_2_O_2_, catalase (CAT), peroxidase (POD), superoxide dismutase (SOD), and ascorbate peroxidase (APX) were measured using an enzyme-linked immunosorbent assay (ELISA) kit (Mskbio Company, Wuhan, China) following the manufacturer’s instructions. The amount of total proteins was quantified by comparison with a standard curve using BCA Kit (Thermo BCA protein assay kit). The accumulation of H_2_O_2_ in the leaves and in leaf guard cells were respectively estimated by DAB and 10 μM H_2_DCFDA staining as described previously (Cui et al., 2015; Wu et al., 2016).

## Results

### Exogenous Application of ABA Improves the Chilling Tolerance of 9311

Our previous studies have demonstrated a contrasting tolerance phenotype between 9311 and DC90 in response to chilling stress. Subsequently, we attempted to examine whether *CTS-12*-mediated chilling tolerance was related to ABA. Exogenous application of ABA showed that ABA significantly improved the chilling tolerance of 9311. Moreover, the treatment of chilling-treated seedlings with Na_2_WO_4_, an inhibitor of ABA biosynthesis, resulted in reduced chilling tolerance of DC90 (Figures 1B,C). These results suggested that ABA biosynthesis might be impaired in 9311 and results in a chilling sensitive phenotype.

Complex bioprocesses are involved in the responses of rice to chilling stress. Therefore, to further unveil the impact of *CTS-12* on ABA signaling-induced multilevel regulation, we investigated the transcriptomic and metabolomic responses of 9311 and DC90 under chilling and recovery treatment using RNA-Seq and LC-MS/MS. 

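For RNA-Seq, plants of both genotypes were sampled at 0 h, after 12, 24 and 72 h of chilling, and after 12 and 24 h of recovery growth (84 and 96 h). Samples at 12 and 84 h were taken 12 h out of phase with 0 h, so time of day may contribute to their changes from 0 h. The deposited values cover 35 libraries, 3 for each genotype at each timepoint except 9311 at 84 h, which has 2, labelled replicates 1 and 3. After alignment with HISAT2 to Release 7 of the rice annotation, the authors counted reads on 57778 loci, 1816 of which they had added to the annotation. Beside each count they gave the FPKM of the locus. Between 28004101 and 68927044 reads per library were counted, with a median of 39979538 in 9311 and 42993411 in DC90. The paper's text does not name how reads that align to several loci were counted, so values of near-identical copies and of neighbouring loci are uncertain. The counts were tested with edgeR's quasi-likelihood test after TMM normalization, with all 12 groups in 1 fit, over the 22961 loci whose mean FPKM was at least 0.5. DEGs were called with the thresholds of the paper's methods, an absolute log2 fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.001 against 0 h of the same genotype. Differences between the genotypes were called at an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05. On counts simulated from the means and depths of these libraries, the DEG thresholds recovered 75 of 100 loci changed by a log2 fold change of 3. The simulation gave each locus the dispersion trend of its abundance, so it does not cover loci that vary more than the trend.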

Two datasets were integrated by O2PLS and OPLS-DA modeling to identify valuable information that might provide clues for interpretation of chilling tolerant mechanisms.

### Integration and Correlation of Transcriptome and Metabolome

Principal component analysis analysis was initially performed to detect the variations induced among the timepoint samples with the imposition of stress treatment (Figures 2A–C). 

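Principal component analysis was run on log10(FPKM + 1) of the 22961 loci, mean-centred and Pareto-scaled, with each of the 35 libraries entered once. PC1 held 38.7% of the variance (jackknife SD 2.4 over the 35 libraries). On it, the 18 libraries taken during chilling scored from −0.8 to 68.8, and the 17 libraries taken at 0, 84 and 96 h scored from −53.6 to −24.4. The lowest chilled library was 9311 12 h replicate 2, in a group with a mean score of 24.6 ± 22.5 (SD, n = 3), against 26.3 ± 9.1 (SD, n = 3) for DC90 at 12 h. Of the alternatives tried, restricting the loci to DEGs moved the share of PC1 most, to 57.0%.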

In the transcript dataset, PC1 showed clearly separated between the chilling-treated timepoints and 0 h control/recovery timepoint samples. While clear separation among 12, 24, and 72 h of chilling stress treatments and among 0, 84, and 96 h of the control and recovery samples were observed in PC2, respectively. However, clear separation between the two genotypes was not observed in the transcript data PCA plot (Figure 2A), indicating stronger impacts of treatment time on the transcriptome than the genotype. 

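PC2 held 15.3% of the variance (jackknife SD 1.8), and 13.3% after each library was scaled to a common 75th percentile of FPKM. In DC90, its scores were −24.9 ± 10.2 at 12 h, −6.7 ± 5.0 at 24 h and 39.5 ± 9.5 at 72 h (SD, n = 3 each), and these groups did not overlap. In 9311, the 72 h libraries scored from 29.1 to 46.5 and lay above the other chilled libraries. The 9311 libraries at 12 h (−41.5 to 6.3) and at 24 h (−26.1 to 17.0) overlapped. Among the control and recovery libraries of DC90, the scores were −27.4 ± 12.8 at 0 h, 27.8 ± 8.0 at 84 h and −3.8 ± 6.3 at 96 h (SD, n = 3 each), again without overlap. In 9311, they ran from −26.2 to −14.9 at 0 h, from 27.5 to 33.1 at 84 h (n = 2) and from −22.4 to 3.8 at 96 h, so that 0 h and 96 h overlapped.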

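As a share of the total variance of the scaled values, timepoint accounted for 60.3% (jackknife SD 2.3). A genotype difference held constant over the timepoints accounted for 3.3% (jackknife SD 1.0), a ratio of 18.1. Genotype differences that change with time are not in that 3.3%. The 2 shares also start from unlike levels, since permuted labels gave medians of 14.7% for timepoint and 1.4% for genotype. At single timepoints, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 130 loci between the genotypes at 0 h, 83 at 12 h, 172 at 24 h, 863 at 72 h, 154 at 84 h and 146 at 96 h.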

In POS mode of LC-MS/MS, PCA plotting showed a clear separation between the recovery and chilling treatment of 9311 and DC90 with the exception of 12-h samples of 9311 in the PC1. PC2 also showed a separation among chilling timepoints and, interestingly, a shift of the 12- and 72-h samples of DC90 from the corresponding timepoints of 9311 (Figure 2B), showing the impact of *CTS-12* on the separation of the genotypes at metabolic level. In NEG mode, however, a clear separation was only observed between the control and treated samples (Figure 2C).

**FIGURE 2:**
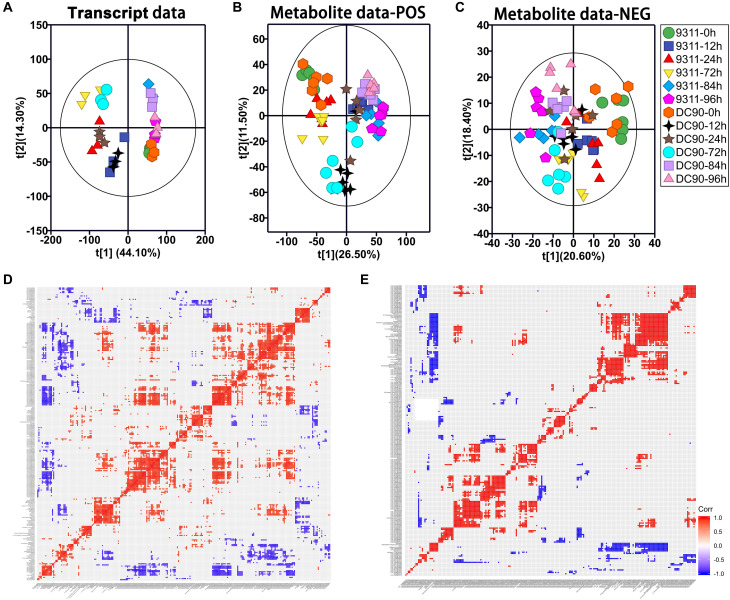
Principal component analysis (PCA) of the transcript and metabolite profiles of 9311 and DC90 samples and correlation analysis of discriminatory DEGs and DAMs, respectively. **(A)** PCA revealed transcriptomic shifts. **(B)** PCA revealed metabolomic shifts (POS, positive mode). **(C)** PCA revealed metabolomic shifts (NEG, negative mode). **(D)** The significant correlation among chilling-induced DEGs/DAMs. **(E)** The significant correlation among recovery-induced DEGs/DAMs. The t[1] represents the scoring values of the first principal component, and the t[2] represents the scoring values of the second principal component in **(A–C)**. Rectangles in **(D,E)** represent Pearson correlation values of pairs of DEGs or DAMs (see correlation color key). Colored rectangles represent a significant correlation (*P* ≤ 0.05).

We integrated the RNA-Seq and LC-MS/MS datasets using O2PLS and OPLS-DA modeling sequentially (Supplementary Table S1). 

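Supplementary Table S1 holds 72 rows, 6 for each genotype at each timepoint. Over 49 transcripts compared, each of the 72 rows equalled 1 of the 35 libraries. Libraries of the groups of 3 stand in it 2 times each, and both libraries of 9311 at 84 h stand in it 3 times each. Supplementary Table S3 repeats the libraries in the same way over 47 transcripts compared.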

In the modeling of O2PLS, 1,230 variables (940 transcripts and 290 metabolites) were identified as joint variation between the two datasets with a threshold of VIP ≥ 1.1 and *P* ≤ 0.05 (Supplementary Table S2). 

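Of the 940 transcripts, 934 passed the filter on FPKM, and 779 (82.9% of the 940) were DEGs at 1 or more timepoints. A difference between DC90 and 9311 during chilling or recovery was called for 70 of them (7.4%) by edgeR's quasi-likelihood test with each library entered once. Among the 4350 DEGs of either genotype, the share with such a difference was 7.8% inside the list of joint variation and 8.6% outside it (odds ratio 0.906, two-sided Fisher's exact test, p = 0.57). When each library was entered repeatedly to 6 rows per group, as in Supplementary Table S1, the number of joint-variation transcripts with a difference rose to 153.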

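A partial least squares discriminant analysis of the genotypes was run on the 934 joint-variation transcripts that passed the filter, with 5 components and 7 folds of cross-validation. Metabolites were not analysed here. With each library entered once, the share of the class variation predicted in cross-validation (Q2) was 0.927 for 0 h and the chilling timepoints (24 libraries) and 0.752 for 0 h and the recovery timepoints (17 libraries). The genotype labels were then swapped at random 100 times between libraries of the same timepoint and replicate number. The median Q2 of the swapped labels was −0.936 for chilling and −0.83 for recovery, with highest values of 0.198 and 0.416. With libraries repeated to 6 rows per group, the Q2 of the true labels was 0.988 for chilling and 0.981 for recovery. The median Q2 of the swapped labels then rose to 0.699 and 0.87. A version without the libraries at 0 h had been run first, with each library entered once. Its Q2 was 0.923 for chilling and 0.84 for recovery, and the highest Q2 of the swapped labels equalled it in each period. A random swap can return the real labels, and whether the equal values came from such a draw was not checked. They do not show that other labels predict as well. The medians of the swapped labels were −0.74 and −0.821.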

Then, OPLS-DA analysis was performed to further screen the discriminatory variables from joint variation that can discriminate chilling tolerant and sensitive classes (DC90 and 9311) (Supplementary Tables S3, S4 and Supplementary Figures S3A–D). Permutation test was performed to check the validity and degree of overfit of the OPLS-DA model (Supplementary Figure S2). 

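The genotypes were compared with edgeR's quasi-likelihood test over the averaged timepoints of each period, on transcripts alone. During chilling, 688 of the 22961 loci were called, 546 higher and 142 lower in DC90 than in 9311. During recovery, 295 were called, 99 higher and 196 lower in DC90. Over all 6 timepoints, 278 loci were called, 162 higher and 116 lower in DC90, and 214 of them differed in the same direction at every timepoint. Of the alternatives tried, calling by adjusted p alone moved the count of chilling most, to 2430 loci, 1294 higher and 1136 lower in DC90, and that of all timepoints to 801. Entering each library repeatedly to 6 rows per group moved the count of recovery most, to 1371. Over all timepoints, 154 of the 1223 tested loci on chromosome 12 were called (12.59%), against 104 of the 21108 tested loci on the other chromosomes (0.49%, two-sided Fisher's exact test, p = 4.2e-127). The called loci of chromosome 12 lay between LOC_Os12g01550 and LOC_Os12g42190. LOC_Os12g35590 had an FPKM of 30.0 ± 10.15 (SD, n = 18) in DC90 and at most 3 counts in every 9311 library, and was at least 409-fold higher in DC90 (adjusted p = 3.5e-15 from edgeR's test with Benjamini-Hochberg adjustment). LOC_Os12g17120 had an FPKM of 5.51 ± 3.33 (SD, n = 17) in 9311 and 0 counts in every DC90 library, and was at least 136-fold lower in DC90 (adjusted p = 1.3e-13 from the same test). Reads of an allele that aligns poorly would be missing in the same way, so either difference may be one of alignment rather than expression. The log2 fold change of −11.54 at LOC_Os12g07010, annotated as 60S ribosomal protein L3, is uncertain. Its neighbour LOC_Os12g07020 differed the other way, with mean counts of 22784 in DC90 (without 24 h replicate 1) and 1767 in 9311, and the sum of these 2 loci had means of 22788 in DC90 and 19051 in 9311.

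**Figure D1:**
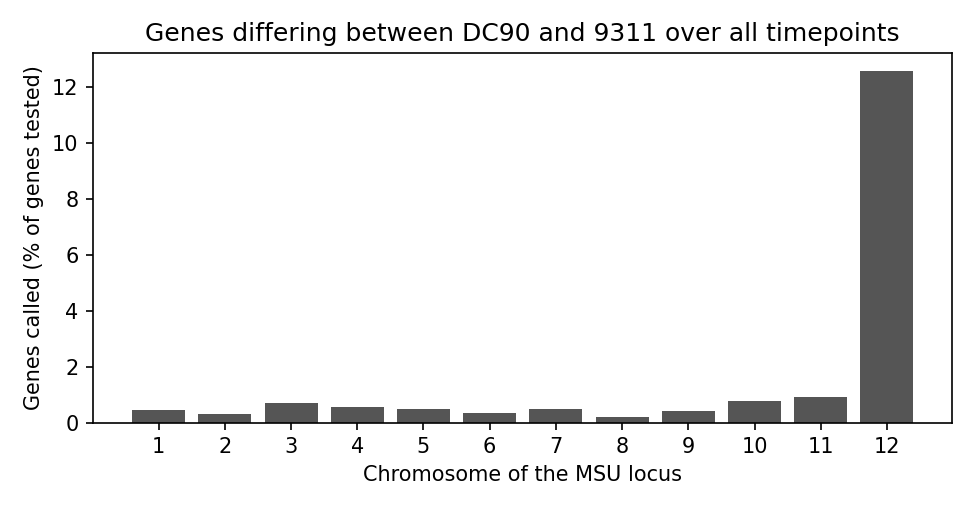
Percent of the tested loci of each rice chromosome that were called between DC90 and 9311 over all timepoints (bars, vertical axis in % of genes tested, horizontal axis chromosome number). Chromosome 12 stands at 12.59%, and the other chromosomes together at 0.49%.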

Finally, 231 DEGs/85 DAMs in the chilling treatment and 278 DEGs/39 DAMs in the recovery treatment were identified as discriminatory variables, respectively (Supplementary Table S5). 

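Among the joint-variation transcripts of the O2PLS modeling that passed the filter on FPKM, differences between DC90 and 9311 were called for 51 during chilling, 44 higher and 7 lower in DC90. During recovery they were called for 26, 5 higher and 21 lower in DC90, and 7 transcripts were called in both periods.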

Among these, both DEGs and DAMs showed period-specific patterns (Supplementary Figures S3E,F).

We then performed a Pearson’s correlation analysis among discriminatory DEGs and DAMs. During both treatment periods, significant positive and negative correlations were clearly observed among the transcripts-metabolites and themselves (Figures 2D,E). All the features shown here primarily indicated the relationships between metabolomic and transcriptomic data statistically.

### Metabolic Shift Under Chilling and Recovery Treatments

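Against 0 h of the same genotype, 3415 DEGs were called in 9311 during chilling, 1497 higher and 1918 lower by the sign of their largest change, and 2677 in DC90, 1145 higher and 1532 lower. During recovery, 337 were called in 9311, 88 higher and 249 lower, and 664 in DC90, 76 higher and 588 lower. At single timepoints, 9311 had 670 DEGs at 12 h, 1824 at 24 h, 2630 at 72 h, 306 at 84 h and 54 at 96 h. DC90 had 819 at 12 h, 1648 at 24 h, 1776 at 72 h, 577 at 84 h and 254 at 96 h. Common to both genotypes were 2107 DEGs of chilling, 52.9% of the 3985 called in either genotype, with 945 higher and 1162 lower in both. Common to both during recovery were 245, 32.4% of 756, with 44 higher and 201 lower in both. Of the alternatives tried, an absolute log2 fold change of at least 1 with an adjusted p of at most 0.05 moved the DEGs of chilling most, to 11316 in 9311 and 10139 in DC90, and those of recovery to 2149 and 2650. Fitting only the groups of the comparison lowered the DEGs of chilling to 1478 in 9311, 801 higher and 677 lower, and 2122 in DC90, and those of recovery to 12 and 192. Of the 1586 common DEGs of chilling in Supplementary Table S5-1, 1091 could be read here, and the other 495 were not compared. Of the 1091, 1084 passed the filter on FPKM and 791 (72.5% of the 1091) were called in both genotypes here. Across these 1084 genes, which are not independent replicates, between 98.7% and 100.0% had the same sign as in that table at a given timepoint.
A further 1308 DEGs of chilling were called in 9311 alone and 570 in DC90 alone. The difference in response between the genotypes, tested by an F test of the interaction in the same edgeR fit, had an adjusted p of at most 0.05 for 40 of these. Of the 92 recovery DEGs called in 9311 alone and the 419 called in DC90 alone, 21 passed that test. Over all 22961 loci, the interaction was called for 62 during chilling and 34 during recovery, and its unadjusted p was under 0.05 for 1867 and 2445.

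**Figure D2:**
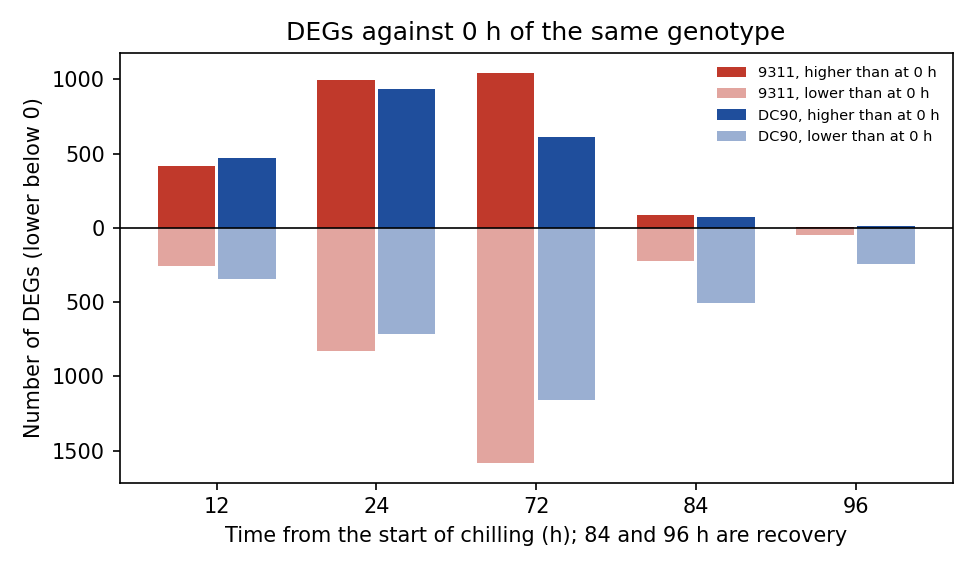
Number of DEGs against 0 h of the same genotype (vertical axis) at each time from the start of chilling in h (horizontal axis), with DEGs higher than at 0 h drawn above the zero line and lower ones below it, for 9311 (red) and DC90 (blue). The lower DEGs reach 1584 in 9311 and 1162 in DC90 at 72 h.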

Pathway integration based on common and discriminatory DEGs/DAMs was performed using RiceCyc^4^ (Supplementary Tables S5-1, 2, 3, 4). In the chilling period, a total of 77 DEGs and 28 DAMs were mapped to different steps of 58 metabolic pathways. Twenty one DEGs and sixteen DAMs were mapped to 28 pathways under recovery (Supplementary Tables S5-9, S5-10). Not all but those might relate to abiotic/biotic stress responses were addressed herein. These pathways included carbohydrate metabolism, amino acid metabolism, ABA biosynthesis, photosynthesis/photorespiration, and phenylpropanoid/flavonoid biosynthesis, among others (Figures 3–6 and Supplementary Figures S4–S7).

**FIGURE 3:**
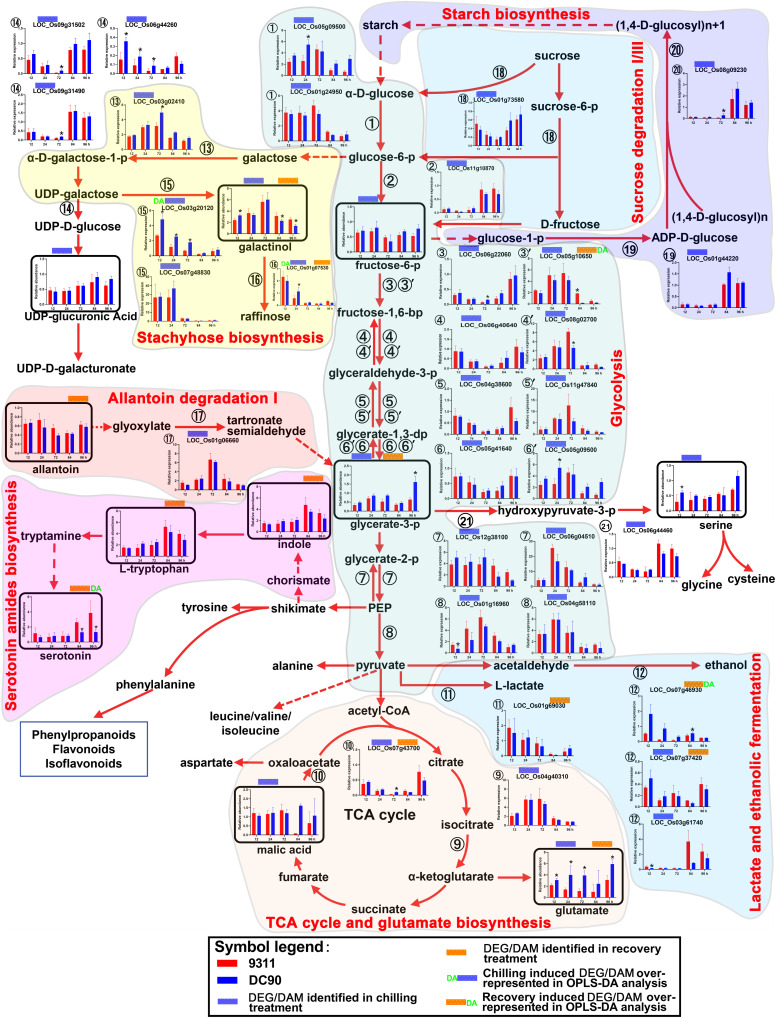
Chilling- and/or recovery-induced DEGs and DAMs mapped to carbohydrate metabolism and their related pathways. The boxed bar plots represent the metabolites with relative abundance alterations at certain timepoints in response to chilling (blue bar at the top) or recovery (orange bar at the top) treatment. The relative expression level alteration plots of genes encoding related enzymes are numbered accordingly for the space limitation. The blue and orange bars at the top of the plot represent the transcripts or metabolites that were significantly altered in response to chilling (blue bar) and/or recovery (orange bar) treatment. The plot of transcripts or metabolites with green letters DA to the left of the blue bar or to the right of the orange bar represent transcript or metabolite members of discriminatory DEGs/DAMs that play key roles in differentiating the chilling tolerance capacity of 9311 and DC90. The red and dashed arrows represent overall upstream/downstream relationships and the conversion catalyzed by multiple steps in the related pathways, respectively. *Significant at *P* ≤ 0.05 level according to Student’s *t* test.

**FIGURE 4:**
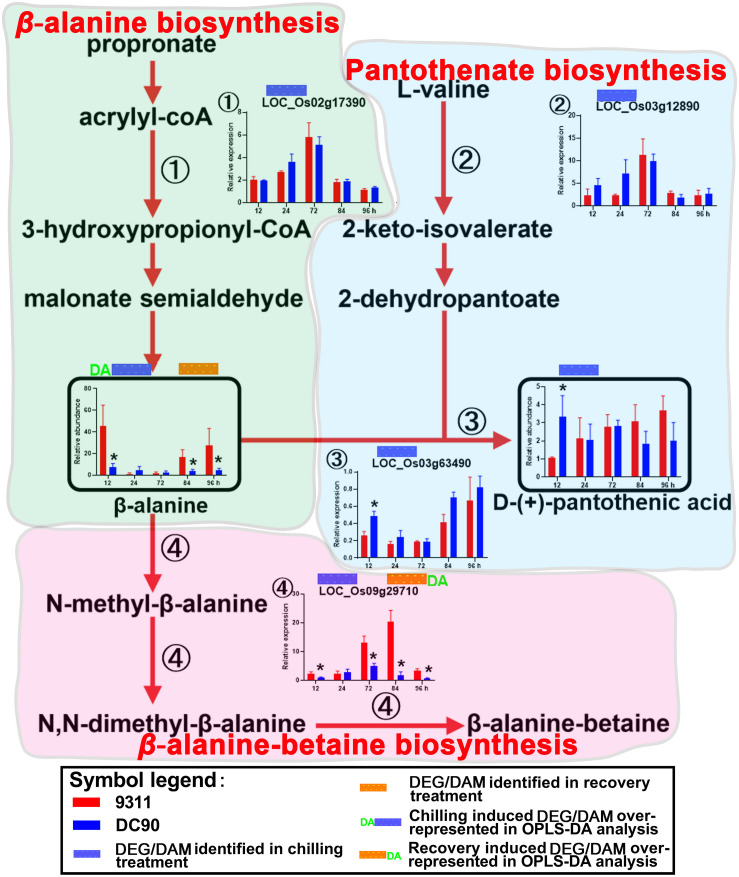
Chilling- and/or recovery-induced DEGs and DAMs mapped to β-alanine biosynthesis and its related pathways. The boxed bar plots represent the metabolites with relative abundance alterations at certain timepoints in response to chilling (blue bar at the top) or recovery (orange bar at the top) treatment. The genes encoding the related enzymes with relative expression level alteration plots are numbered accordingly. The blue and orange bars at the top of the plot represent the transcripts or metabolites that are significantly altered in response to chilling (blue bar) and/or recovery (orange bar) treatment. The plot of transcript or metabolites with the green letters DA to the left of the blue bar or to the right of the orange bar represents the transcript or metabolite members of discriminatory DEGs/DAMs that play key roles in differentiating the chilling tolerance capacity of 9311 and DC90. The red arrows represent overall upstream/downstream relationships in the related pathways, respectively. *Significant at *P* ≤ 0.05 level according to Student’s *t* test.

**FIGURE 5:**
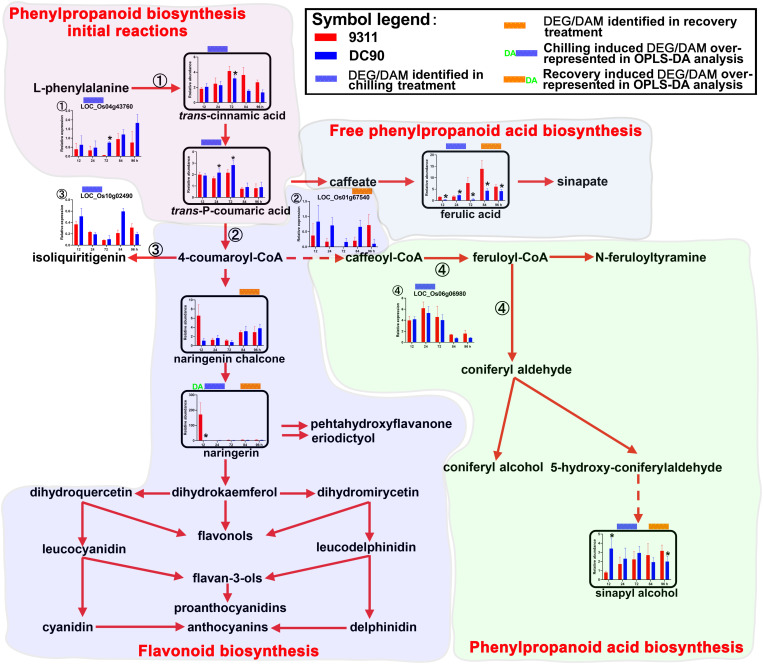
Chilling- and/or recovery-induced DEGs and DAMs mapped to phenylpropanoid/flavonoids biosynthesis pathways. The boxed bar plots represent the metabolites with relative abundance alterations at certain timepoints in response to chilling (blue bar at the top) or recovery (orange bar at the top) treatment. The genes encoding related enzymes with relative expression level alteration plots are numbered accordingly. The blue and orange bars at the top of the plot represent the transcript or metabolite that was significantly altered in response to chilling (blue bar) and/or recovery (orange bar) treatment. The plot of transcripts or metabolites with the green letters DA to the left of the blue bar or to the right of the orange bar represent the transcript or metabolite members of discriminatory DEGs/DAMs that play key roles in differentiating the chilling tolerance capacity of 9311 and DC90. The red and dashed arrows represent overall upstream/downstream relationships and the conversion catalyzed by multiple steps in the related pathways, respectively. *Significant at *P* ≤ 0.05 level according to Student’s *t* test.

**FIGURE 6:**
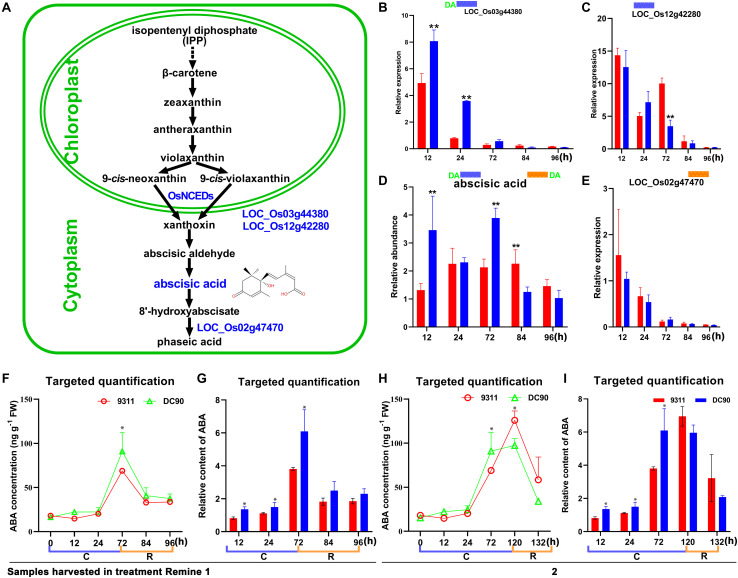
Chilling- and/or recovery-induced DEGs and DAMs mapped to the abscisic acid metabolic pathway. **(A)** Abscisic acid metabolism pathway and mapped DEGs and DAMs. **(B,C)** Changes in *LOC_Os03g44380* and *LOC_Os12g42280* in 9311 and DC90, respectively. **(D)** Changes in abscisic acid in 9311 and DC90. **(E)** Changes in *LOC_Os02g47470* in 9311 and DC90. **(F,G)** The concentrations and relative contents of ABA determined by targeted quantification under chilling and recovery treatment (0–96 h, Regime 1 in Figure 1A), respectively. **(H,I)** The concentrations and relative contents of ABA determined by targeted quantification under chilling and recovery treatment (0–132 h, Regime 2 in Figure 1A), respectively. The bar plots in **(B–E)** represent the metabolites with relative abundance alterations at certain timepoints in response to chilling (blue bar at the top) or recovery (orange bar at the top) treatment. The plot of transcripts or metabolites with the green letters DA to the left of the blue bar or to the right of the orange bar represent transcript or metabolite members of discriminatory DEGs/DAMs that play key role in differentiating the chilling tolerance capacity of 9311 and DC90. The black and dashed arrows in **(A)** represent overall upstream/downstream relationships and conversion catalyzed by multiple steps in the related pathways, respectively. *, ** in **(B–I)**. Significant at *P* ≤ 0.05 and 0.01 levels according to Student’s *t* test, respectively.

### The Perturbation of Carbohydrate Metabolism

Carbohydrate metabolic pathways, especially glycolysis and the tricarboxylic acid (TCA) cycle, are the central pathways of metabolism. Regarding the chilling induced responses, glycolysis was perturbed in both genotypes, which was manifested by the mildly decreased content of fructose-6-phosphate (F6P) and glycerate-3-phosphate (G3P) in 12-h of chilling treatment and the down-regulation of enzymes that catalyzes the reactions of several steps of the pathway (Figure 3). Four genes, which encode the enzymes for glycolysis, were down-regulated at all three timepoints of chilling treatment (➂➃➄➅), although another set of genes encoding the isoenzymes for this pathway (➂′➃′➄′➅′) exhibited up-regulated expression. 

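The genes that the paper names were tested in 241 comparisons, 220 of them responses against 0 h and 21 of them differences in response between the genotypes. Of the responses, 145 had an adjusted p of at most 0.05 over all loci and 162 when adjusted over the named genes alone. Of the differences, 0 passed over all loci and 5 over the named genes alone, and 6 had an unadjusted p under 0.05. The adjustment over the named genes took all 241 tests together. The many responses that passed made it easier for a difference to pass, and the differences were not adjusted on their own. Because the list was called by the paper on these same data, the counts over the named genes show no stability. At 12 h, only LOC_Os06g22060 of the 4 down-regulated genes was lower than at 0 h beyond the replicate error. The other 3 are annotated as fructose-bisphosphate aldolase (LOC_Os06g40640), chloroplastic glyceraldehyde-3-phosphate dehydrogenase (LOC_Os04g38600) and chloroplastic phosphoglycerate kinase (LOC_Os05g41640), and their log2 fold changes at 12 h lay between −0.26 and 0.09 in both genotypes. In 9311 at 12 h, LOC_Os06g40640 moved to −0.07 with 75th-percentile scaling and to −0.24 with limma on log2(FPKM + 1). LOC_Os04g38600 moved to 0.00 with DESeq2 size factors. As ratios of mean FPKM to 0 h, these 3 genes were lower at 12 h in both genotypes, at 0.73 to 0.88. At 24 h their log2 fold changes lay between −1.3 and −0.53, and only that of LOC_Os04g38600 in DC90 (−1.12) had an adjusted p of at most 0.05. At 72 h all 3 were lower, LOC_Os06g40640 with log2 fold changes of −3.26 in 9311 and −3.01 in DC90 (adjusted p = 5.5e-05 and 0.00017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At that timepoint, LOC_Os04g38600 changed by −2.98 in 9311 and −2.95 in DC90, and LOC_Os05g41640 by −2.18 and −2.2. Among the isoenzymes, the aldolase LOC_Os08g02700 rose from an FPKM of 13.2 ± 2.96 to 108 ± 11.8 in 9311 and from 17.5 ± 4.89 to 81.3 ± 9.68 in DC90 between 0 and 72 h (SD, n = 3 each). LOC_Os05g10650 (ATP-dependent 6-phosphofructokinase) rose by 2.7 in 9311 and 2.22 in DC90 at 24 h on the log2 scale. At 24 h the log2 fold changes of LOC_Os11g47840, which the deposited annotation describes as a RHOMBOID-like protein, were 3.09 in 9311 and 2.85 in DC90.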

The discrepancy of expression patterns here might result from the subcellular compartmentalization of the enzymes in the cells (Figure 3). 

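The deposited annotation describes LOC_Os06g22060 as the alpha subunit of pyrophosphate-fructose 6-phosphate 1-phosphotransferase. Its FPKM in 9311 was 34.8 ± 3.53 at 0 h, 10.7 ± 2.3 at 12 h, 5.85 ± 0.48 at 24 h and 2.39 ± 0.537 at 72 h (SD, n = 3 each). In DC90 it was 26.6 ± 5.13 at 0 h, 10 ± 3.1 at 12 h, 4.83 ± 1.21 at 24 h and 4.03 ± 0.699 at 72 h (SD, n = 3 each). The log2 fold change reached −3.77 in 9311 (standard error 0.38, adjusted p = 2.5e-08) and −2.99 in DC90 (standard error 0.37, adjusted p = 6.7e-07) at 72 h, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 12 h it was −1.53 in 9311 and −1.36 in DC90 (adjusted p = 0.0019 and 0.0043 from the same test), short of both DEG thresholds.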

In particular, *LOC_Os06g22060* encoding F6P kinase, which catalyzes the phosphorylation of F6P to produce fructose-1,6-bisphosphate, is a rate-limiting step of glycolysis. 

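LOC_Os01g06660, which the deposited annotation describes as a pyruvate decarboxylase, had an FPKM of 3.49 ± 0.699 at 0 h and 23.4 ± 5.46 at 72 h in 9311, and of 3.15 ± 2 at 0 h and 19.4 ± 1.37 at 72 h in DC90 (SD, n = 3 each). Its log2 fold change at 24 h was 1.5 in 9311 and 1.45 in DC90. At 72 h it was 2.83 (standard error 0.38) in 9311 and 2.34 (standard error 0.38) in DC90, with adjusted p = 1.8e-06 and 2.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.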

For the case of G3P, however, its content was almost recovered to untreated control levels in the next two timepoints of chilling treatment, potentially due to the up-regulation of transcript *LOC_Os01g06660* in the allantoin degradation pathway (Figure 3). Correspondingly, transcriptional up-regulation of enolases (*LOC_Os12g38100*/*LOC_Os06g04510*) and pyruvate kinase (*LOC_Os01g16960*/*LOC_Os04g58110*) increased the intermediate supplies of glycolysis for the TCA cycle (Figure 3), which was reflected by the mildly increasing content of malic acid and expression of a key enzyme, isocitrate dehydrogenase (*LOC_Os04g40310*), and by the accumulation of glutamate. 

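Of the enolases, LOC_Os06g04510 rose most at 24 h, from an FPKM of 6.94 ± 3 to 177 ± 20.6 in 9311 and from 5.17 ± 0.814 to 86.4 ± 27.2 in DC90 (SD, n = 3 each). LOC_Os12g38100, which the deposited annotation describes as a CASP-like protein, passed the DEG thresholds at the 3 chilling timepoints in both genotypes, with log2 fold changes from 2.12 to 2.51. The pyruvate kinase LOC_Os01g16960 changed by 0.67 in 9311 and −0.3 in DC90 at 12 h, within the replicate error, and by 2.71 in 9311 and 1.98 in DC90 at 72 h (adjusted p = 2e-04 and 0.0039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The FPKM of the other pyruvate kinase, LOC_Os04g58110, varied between replicates by more than its mean in DC90 at 0 h (18.6 ± 22.6, SD, n = 3). At 24 h its log2 fold change was 2.96 in 9311 and 2.76 in DC90 (adjusted p = 0.012 and 0.018 from the same test). At 12 and 72 h its changes had an adjusted p above 0.05 in both genotypes, from 0.07 to 0.13. LOC_Os04g40310, annotated as the regulatory subunit of isocitrate dehydrogenase, rose by 1.37 in 9311 and 1.63 in DC90 at 12 h, and by 2.94 and 2.76 at 24 h.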

For F6P, the decreases in content might result from the activation of stachyose biosynthesis and inhibition of carbon fixation during photosynthesis and photorespiration (Figure 3 and Supplementary Figures S4A,B). Particularly, galactinol and raffinose are the products of the stachyose biosynthesis pathway, which branch off from the glycolysis intermediate glucose-6-phosphate. Intriguingly, the content of galactinol accumulated during chilling treatment and showed a significant difference between 9311 and DC90 at the 12-h timepoint. 

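LOC_Os07g48830, annotated as a galactinol synthase, rose from an FPKM of 3.85 ± 1.06 at 0 h to 103 ± 65.2 at 12 h in 9311 and from 4.78 ± 0.791 to 132 ± 22.4 in DC90 (SD, n = 3 each). Its log2 fold changes were 5.03 in 9311 and 4.92 in DC90 at 12 h, and 1.7 and 1.22 at 72 h. LOC_Os03g02410, annotated as a fucokinase/fucose pyrophosphorylase, rose at each chilling timepoint, by 1.06 in 9311 and 1.05 in DC90 at 12 h and by 1.75 and 2 at 72 h. LOC_Os01g07530, annotated as a galactinol-sucrose galactosyltransferase, changed by 1.11 in 9311 and 1.14 in DC90 at 12 h, by −0.42 and 0.31 at 24 h, and by −2.52 and −2.45 at 72 h. At 12 h the galactinol synthase LOC_Os03g20120 had log2 fold changes of 1.29 in 9311 and 2.41 in DC90. At 72 h they were −0.5 in 9311 and 0.57 in DC90, neither beyond the replicate error (adjusted p = 0.38 and 0.34 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the galactose degradation genes of Fig. 3, LOC_Os06g44260 changed by −4.86 in 9311 and −3.73 in DC90 at 72 h. LOC_Os09g31502 and LOC_Os09g31490, annotated as cinnamoyl-CoA reductases at neighbouring loci and for that reason uncertain, changed at 72 h by −5.16 and −3.21 in 9311 and by −3.58 and −2.66 in DC90.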

In line with this tendency, four genes, *LOC_Os03g02410*, *LOC_Os03g20120*, *LOC_Os07g48830*, and *LOC_Os01g07530*, which encode enzymes for three steps of this pathway, showed an elevated expression, and the genes encoding galactose degradation enzyme were down-regulated (1⃝4 in Figure 3). Among these, both *LOC_Os03g20120* and *LOC_Os01g07530* were detected as discriminatory DEGs in OPLS-DA modeling, indicating the important role of this pathway in differentiating the chilling tolerance of 9311 and DC90. 

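The difference in response between DC90 and 9311 was tested for both genes at each chilling timepoint. For LOC_Os03g20120 it was 1.12 at 12 h, 1.36 at 24 h and 1.07 at 72 h on the log2 scale (standard error 0.65 at each), with adjusted p = 1, 1 and 0.77 over all loci from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For LOC_Os01g07530 it was 0.03 at 12 h, 0.73 at 24 h and 0.07 at 72 h (standard error 0.62 at each), and at 12 h it turned to −0.01 when all loci above 0 in a library were included. Averaged over the chilling timepoints, DC90 was higher than 9311 by 0.79 at LOC_Os03g20120 and by 0.71 at LOC_Os01g07530 (adjusted p = 0.054 and 0.073 from the same test).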

*LOC_Os03g20120*, a gene encoding glycosyl transferase 8, catalyzes the transfer of glycosyl from UDP-galactose to myoinositol to produce galactinol, and glycosyltransferase (encoded by *LOC_Os01g07530*) further transfers galactosyl to sucrose to produce raffinose, although it was undetectable in our study (Figure 3). Moreover, the up-regulation of *LOC_Os05g09500* and *LOC_Os01g24950*, two genes encoding hexokinase for catalysis of glucose phosphorylation in the first step of glycolysis, and the down-regulation of *LOC_01g44220*, *LOC_Os08g09230*, and *LOC_Os01g73580*, three DEGs encoding glucose-1-phopshate adenyltransferase, starch synthase III, and glycosyl hydrolases for starch biosynthesis (*LOC_01g44220*/*LOC_Os08g09230*) and sucrose degradation (*LOC_Os01g73580*), suggested the increases in starch degradation accompanying the inhibition of starch biosynthesis under chilling stress. 

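LOC_Os01g24950 rose by a log2 fold change of 2.06 in 9311 and 2.08 in DC90 at 12 h, and by 1.89 and 1.97 at 72 h. The deposited annotation describes it as an exocyst subunit (SEC15B) and LOC_Os05g09500 as hexokinase-7. LOC_Os05g09500 rose from an FPKM of 4.96 ± 1.6 at 0 h to 22.9 ± 4.4 at 72 h in 9311, and from 2.23 ± 2.55 to 12.2 ± 2.19 at 24 h in DC90 (SD, n = 3 each). LOC_Os01g44220, annotated as a large subunit of glucose-1-phosphate adenylyltransferase, passed the DEG thresholds at the 3 chilling timepoints in both genotypes, with FPKM of 10.5 ± 2.99 at 0 h and 0.991 ± 0.387 at 24 h in 9311 and of 9.33 ± 2.85 and 0.752 ± 0.305 in DC90 (SD, n = 3 each). LOC_Os08g09230 passed them at the same timepoints, with log2 fold changes of −2.67 in 9311 and −2.76 in DC90 at 12 h. LOC_Os01g73580, annotated as a beta-fructofuranosidase, passed them only at 72 h, with −2.35 in 9311 and −2.34 in DC90 (adjusted p = 9.9e-05 and 0.00014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).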

During the recovery period, the reduced abundance of G3P was notably recovered in DC90 but not 9311 after 96-h of recovery growth, suggesting the recovery of glycolysis and photosynthesis in the chilling-tolerant genotype. Altogether, carbohydrate metabolism in rice plants was re-programmed to maintain cellular homeostasis in response to chilling stress.

### The Dynamic Changes in Amino Acid Metabolism

The accumulation of amino acids in response to environmental stress has been reported in many plant species (Fabregas and Fernie, 2019). In agreement with these previous studies, amino acids and their derivatives, including L-tryptophan, L-tyrosine, β-alanine, glutamate, L-arginine, methionine, L-isoleucine, and serotonin, were found significantly accumulated with the exception of serine in present study (Figures 3, 4 and Supplementary Figures S5–S7). L-tyrosine, methionine, and L-isoleucine showed enhanced abundance during chilling stress (Supplementary Figures S6, S7), whereas tryptophan, L-arginine, and serotonin were accumulated in 9311 and DC90 during recovery (Figure 3 and Supplementary Figure S5). Furthermore, β-alanine and glutamate were accumulated in both genotypes in two treatment stages (Figure 4 and Supplementary Figure S5). Particularly, β-alanine was detected as a discriminatory DAM in chilling stress treatment and exhibited greater fluctuation in 9311 throughout the treatment period, while in DC90 it maintained a relatively stable level (Figure 4). The increasing accumulation of β-alanine might supply abundant substrate for β-alanine-betaine biosynthesis. 

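LOC_Os09g29710, which the deposited annotation describes as an EG45-like domain containing protein, had an FPKM of 4.57 ± 2.36 at 0 h (SD, n = 3), 92.9 ± 18.3 at 84 h (SD, n = 2) and 20 ± 7.42 at 96 h (SD, n = 3) in 9311. In DC90 it was 8.24 ± 5.56 at 0 h, 31.4 ± 29.2 at 84 h and 9.16 ± 5.32 at 96 h (SD, n = 3 each). At 84 h it rose by a log2 fold change of 4.02 in 9311 (standard error 0.71, adjusted p = 0.00051) and 1.48 in DC90 (standard error 0.62, adjusted p = 0.13) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between these responses was −2.54 at 84 h (standard error 0.91) and −2.11 at 96 h (standard error 0.87). Adjusted over all loci, p was 0.2 at 84 h and 0.45 at 96 h, and adjusted over the named genes alone 0.016 and 0.034, from the same test.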

*LOC_Os09g29710*, a discriminatory DEG detected during recovery, encodes an enzyme involved in three reaction steps of the pathway (Figure 4); similar to the pattern of β-alanine during recovery treatment, it also had a greater abundance in 9311 and a stable level in DC90. β-alanine also participates in pantothenic acid biosynthesis; however, pantothenic acid was significantly accumulated in DC90 after 12-h of chilling stress.

Glutamate links carbohydrate and amino acid metabolism via the TCA cycle. α-ketoglutarate, as an important intermediate of the TCA cycle, is converted to glutamate by the reaction catalyzed by aminotransferase. As mentioned above, the samples of 9311 and DC90 accumulated glutamate in both treatment periods with significantly different magnitudes. DC90 exhibited a greater accumulation at almost all timepoints of the treatments (Supplementary Figure S5). Proline acts as a well-known osmolyte during the plant stress response. However, proline was undetectable in the present study. Nonetheless, in contrast to 9311, *LOC_Os10g40360*, which encodes proline oxidase for the degradation of proline and exhibited a greater up-regulation at 24 h treatment in DC90, might be one explanation for the higher accumulation of glutamate during chilling stress. Moreover, glutathione, an important antioxidant in plants, appeared to accumulate after the imposition of chilling (Supplementary Figure S5). These results suggested that the flux of glutamate was mainly directed toward the biosynthesis of glutathione. Moreover, in recovery period, two genes, *LOC_Os01g40870* and *LOC_Os04g56400*, were identified as discriminatory DEGs; *LOC_Os01g40870*, which encodes aldehyde dehydrogenase for catalyzing the conversion of L-glutamate-5-phosphate to L-glutamate-semialdehyde, was significantly inhibited in DC90, whereas it was up-regulated in 9311. 

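For LOC_Os10g40360, annotated as a proline dehydrogenase, the FPKM at 24 h was 69.8 ± 2.38 in 9311 and 127 ± 50.9 in DC90, against 18 ± 3.35 and 17.7 ± 4.64 at 0 h (SD, n = 3 each). Its log2 fold change at 24 h was 2.3 in 9311 and 3 in DC90, and the difference between them was 0.71 (standard error 0.63, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the replicate error. At 72 h the order was the other way, with 2.75 in 9311 and 1.1 in DC90. That difference was −1.65 (standard error 0.64, adjusted p = 0.43 over all loci and 0.025 over the named genes alone, from the same test).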

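For LOC_Os01g40870, annotated as an aldehyde dehydrogenase of family 2, the log2 fold change in DC90 was −0.5 at 84 h (standard error 0.85) and −2.83 at 96 h (standard error 0.92, adjusted p = 0.067 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 9311 it was 0.32 at 84 h (standard error 0.95) and 0.31 at 96 h (standard error 0.86), neither beyond the replicate error. The counts of LOC_Os01g40870 in DC90 at 0 h were 44, 115 and 1559, and the fall in DC90 depends on the last of these libraries. The neighbouring LOC_Os01g40860 carries the same kind of annotation, so the split of reads between these loci is uncertain. The difference between the genotypes was −3.15 at 96 h (standard error 1.24), with adjusted p = 0.42 over all loci and 0.027 over the named genes alone, from the same test.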

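The FPKM of the glutamine synthetase gene LOC_Os04g56400 in DC90 was 447 ± 211 at 0 h, 133 ± 62.6 at 84 h and 232 ± 198 at 96 h (SD, n = 3 each). In 9311 it was 462 ± 148 at 0 h (SD, n = 3), 177 ± 28.3 at 84 h (SD, n = 2) and 417 ± 115 at 96 h (SD, n = 3). On the log2 scale the change at 84 h was −2.07 in DC90 and −1.79 in 9311 (adjusted p = 0.056 and 0.18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between these responses was −0.28 at 84 h (standard error 1.02) and −0.83 at 96 h (standard error 0.97), within the replicate error.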

*LOC_Os04g56400*, encoding glutamine synthetase for glutamine biosynthesis, was significantly down-regulated in DC90 in contrast to 9311 (Supplementary Figure S5). The dynamic changes in the two genes might also result in the differential increased accumulation of glutamate in both genotypes during recovery growth.

L-methionine is one of the substrates for ethylene biosynthesis. The accumulation of methionine under chilling stress might supply sufficient substrate for this process. Although we were unable to detect ethylene in our experimental scheme, the targeted quantification of the precursor of ethylene, ACC, which displayed strong differential accumulation in 9311 and DC90 at 72 h, and the corresponding upregulation of the gene *LOC_Os02g53180*, encoding an enzyme required for the conversion of 3-aminocyclopropane-1-carboxylate (ACC) to ethylene, indirectly supported the differential accumulation of ethylene in two genotypes (Supplementary Figure S6).

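LOC_Os02g53180, annotated as 1-aminocyclopropane-1-carboxylate oxidase 1, rose from an FPKM of 7.84 ± 1.26 at 0 h to 23.1 ± 9.08 at 72 h in 9311 and from 5.63 ± 1.48 to 20.6 ± 1.99 in DC90 (SD, n = 3 each). The log2 fold change at 72 h was 1.42 in 9311 and 1.48 in DC90 (adjusted p = 0.0016 and 0.0015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and their difference was 0.06 (standard error 0.48). At 24 h it was 1.98 in 9311 and 2.94 in DC90, a difference of 0.97 (standard error 0.48, adjusted p = 1 from the same test).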

Serotonin is produced by the decarboxylation of tryptophan and the reduction of tryptamine (Figure 3). Serotonin accumulation has been reported in plant leaves in response to abiotic and biotic stress (Dharmawardhana et al., 2013; Gupta and De, 2017). In contrast to DC90, significant accumulation of serotonin was observed in 9311 during recovery (Figure 3). Serotonin was also a discriminatory DAM, suggesting that the over-accumulation of serotonin might cause injury to 9311 in the recovery stage.

### The Up-Regulation of Phenylpropanoid/Flavonoid Biosynthesis

Secondary metabolites such as phenylpropanoids, flavonoids, and their derivatives are synthesized from phenylalanine via a core pathway that is conserved in plants (Tohge et al., 2013). They are important groups of compounds that are essential for plant survival in response to environmental stresses (Fraser and Chapple, 2011). 

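The phenylalanine ammonia-lyase gene LOC_Os04g43760 varied widely between replicates. Its counts in DC90 at 0 h were 572, 1 and 13063, and 5 of the 35 libraries had a count of 1. The standard error of the log2 fold changes of LOC_Os04g43760 was at least 1.8, and the changes lay between −4.09 in 9311 at 72 h and 0.72 in DC90 at 96 h, none beyond the replicate error of the fit. That error is shared by all groups, including those with a count of 1. In 9311 the replicates agreed at 0 h (FPKM 32.0 ± 1.3) and at 72 h (1.82 ± 0.242, SD, n = 3 each). The fall between these groups was larger than their own spread. In DC90, the sign of the change of LOC_Os04g43760 depended on the setting, and limma on log2(FPKM + 1) moved it from −0.69 to 1.41 at 72 h and from −0.19 to 2.03 at 84 h. LOC_Os10g02490, which the deposited annotation describes as a deoxymugineic acid synthase, fell in both genotypes, with log2 fold changes at 72 h of −3.84 in 9311 and −3.4 in DC90 (adjusted p = 0.0011 and 0.0033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC_Os01g67540, annotated as a 4-coumarate-CoA ligase-like protein next to the similar LOC_Os01g67530, is for that reason uncertain. It had 0 counts in the 3 libraries of 9311 at 72 h, against 578 to 821 at 0 h, at least 180-fold lower. In DC90 at 72 h its log2 fold change was −2.84 (standard error 1.2, adjusted p = 0.061 from the same test).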

Notably, five phenylpropanoids, *trans*-cinnamic acid, *trans*-*P*-coumaric acid, ferulic acid, sinapyl alcohol, and naringenin chalcone, and one flavonoid (naringenin), were consistently accumulated in 9311 and DC90 under the induction of chilling and recovery treatments, despite the opposite regulatory pattern of the DEGs *LOC_Os04g43760*, *LOC_Os10g02490*, and *LOC_Os01g67540* (Figure 5). It is worth noting that naringenin was identified as a discriminatory DAM during chilling stress with strong accumulation in 9311 in contrast to DC90 at 12 h, suggesting its key roles in chilling tolerance variation between two genotypes. Moreover, a significant difference in the abundance of other phenylpropanoids was detected between 9311 and DC90 at certain timepoints, also suggesting their possible roles in the chilling tolerance variation (Figure 5).

### The Differential Accumulation of ABA

Chilling stress induced the accumulation of endogenous ABA in plants (Mahajan and Tuteja, 2005; Chawade et al., 2013; Sah et al., 2016). The enhancement of chilling tolerance of 9311 upon exogenous application of ABA suggested that *CTS-12* might regulate the chilling stress response in an ABA-dependent manner (Figures 1B,C). To further confirm this relationship, we paid more attention to the changes in chilling-induced ABA level. In line with previous descriptions, ABA was accumulated in both genotypes and exhibited significantly higher accumulation in DC90 after 12- and 72-h of chilling stress in contrast to 9311 (Figure 6D). Conversely, higher accumulation of ABA was observed in 9311 at 84-h timepoint of recovery. The enhanced level of ABA suggested the activation of ABA biosynthesis or down-regulated catabolism in response to chilling stress in rice plants. Correspondingly, the expression level of DEG *LOC_Os03g44380* (*OsNCED3*), which encodes a key enzyme 9-*cis*-epoxycarotenoid dioxygenase (NCED) for ABA biosynthesis, was increased with greater magnitude in DC90 after 12- and 24-h of chilling stress treatment (Figures 6A,B). 

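The FPKM of OsNCED3 in 9311 was 4.82 ± 2.19 at 0 h, 23.8 ± 3.76 at 12 h, 3.77 ± 0.369 at 24 h and 1.41 ± 0.399 at 72 h (SD, n = 3 each). In DC90 it was 6.4 ± 3.16 at 0 h, 51.6 ± 6.01 at 12 h, 17.7 ± 8.98 at 24 h and 3.6 ± 0.872 at 72 h (SD, n = 3 each). At 12 h the log2 fold change was 2.54 in 9311 (standard error 0.42, adjusted p = 7.3e-05) and 3.16 in DC90 (standard error 0.43, adjusted p = 6.1e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 24 h it was −0.03 in 9311 (standard error 0.4) and 1.62 in DC90 (standard error 0.4, adjusted p = 0.0025 from the same test). The value in 9311 at 24 h became 0.02 with DESeq2 size factors. At 72 h OsNCED3 was lower than at 0 h in both genotypes, by a log2 fold change of −1.68 in 9311 and −1.08 in DC90. Between the genotypes, the difference in response was 0.62 at 12 h (standard error 0.56, adjusted p = 1 over all loci), within the replicate error. It was 1.64 at 24 h (standard error 0.56, adjusted p = 0.95 over all loci and 0.012 over the named genes alone, from the same test). From the raised ABA level, the paper proposes that ABA biosynthesis was activated or its catabolism lowered under chilling, and it sets the larger rise of OsNCED3 in DC90 beside that level.

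**Figure D3:**
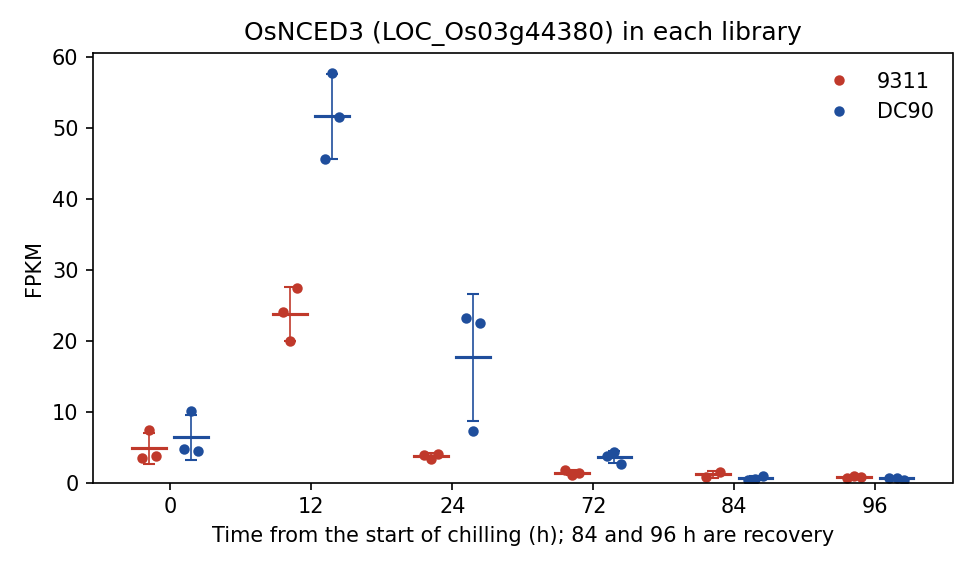
FPKM of OsNCED3 (LOC_Os03g44380, vertical axis) in each library against the time from the start of chilling in h (horizontal axis), for 9311 (red) and DC90 (blue), with the mean (horizontal line) and SD (bar) of each group of 3 libraries, or 2 for 9311 at 84 h. At 12 h the means are 23.8 in 9311 and 51.6 in DC90.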

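LOC_Os12g42280 (OsNCED5) rose from an FPKM of 3.38 ± 0.194 at 0 h to 36.6 ± 20.8 at 12 h, 17 ± 2.1 at 24 h and 29.1 ± 8.52 at 72 h in 9311 (SD, n = 3 each). In DC90 it rose from 2.9 ± 0.994 at 0 h to 36.4 ± 8.25 at 12 h, 20.8 ± 5.39 at 24 h and 10.1 ± 3.02 at 72 h (SD, n = 3 each). The log2 fold change at 12 h was 3.7 in 9311 and 3.8 in DC90 (adjusted p = 1.5e-05 and 9.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at 72 h it was 3.18 and 1.54.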

Additionally, another DEG, *LOC_Os12g42280* (*OsNCED5*), encoding an isoenzyme, was also up-regulated during chilling treatment (Figure 6C). During recovery treatment, the expression of *LOC_Os02g47470* (*OsABA8ox1*), a gene annotated as cytochrome P450 with oxidoreductase activity in the downstream of ABA catabolism, was repressed to a greater extent in both genotypes (Figure 6E), which might help to retain a certain level of ABA in response to stresses triggered by the dramatic temperature change at the onset of recovery stage, especially in 9311 (Figure 6D). However, a high level of ABA in 9311 implied that it was experiencing more higher level of stresses and injuries, which would inhibit post-chilling stress growth. 

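In 9311, the FPKM of OsABA8ox1 was 126 ± 17.8 at 0 h (SD, n = 3), 9.64 ± 4.58 at 84 h (SD, n = 2) and 6.42 ± 0.11 at 96 h (SD, n = 3). In DC90 it was 162 ± 74.7 at 0 h, 10.3 ± 1.98 at 84 h and 6.65 ± 0.685 at 96 h (SD, n = 3 each). OsABA8ox1 changed by a log2 fold change of −4.07 in 9311 (standard error 0.65, adjusted p = 0.00016) and −4.4 in DC90 (standard error 0.55, adjusted p = 3.5e-06) at 84 h by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 96 h it changed by −4.3 in 9311 and −4.75 in DC90.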

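Averaged over the chilling timepoints, OsNCED3 was higher in DC90 than in 9311 by a log2 fold change of 1.47 (standard error 0.23, adjusted p = 0.00019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At single timepoints it was higher by 0.52 at 0 h (standard error 0.4), 1.14 at 12 h (standard error 0.4), 2.16 at 24 h (standard error 0.41) and 1.12 at 72 h (standard error 0.41). Of these, 24 h had an adjusted p under 0.05 over all loci (0.0058 from the same test). Averaged over recovery, the difference of DC90 from 9311 was −0.66 (standard error 0.31, adjusted p = 0.42 from the same test).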

Intriguingly, *OsNCED3* and ABA were simultaneously detected as discriminatory factors, suggesting the involvement of ABA in *CTS-12* mediated chilling stress regulation. Therefore, to further validate this idea, phytohormones were quantified using targeted LC-MS/MS (Supplementary Figure S8) and *OsNCED3* was undergone CRISPR/Cas9 edited to confirm whether it is correlated with chilling stress response (Figures 7A,B). Consistently, the content of ABA was increased in both genotypes in response to chilling treatment and showed significant a higher level in DC90 than 9311 at 72 h in both treatment regimes (Figures 1A, 6F,H). Conversely, however, the content of ABA was higher in 9311 than DC90 after 120-h of chilling in the Regime 2 (Figures 1A, 6H). Furthermore, the relative alteration pattern of ABA levels calculated based on targeted quantification data was in line with those data acquired in the non-targeted method (Figures 6D,G,I). Strikingly, the knockout of *LOC_Os03g44380* gene in *japonica* rice ZH11 significantly impaired its chilling tolerance (Figure 7).

**FIGURE 7:**
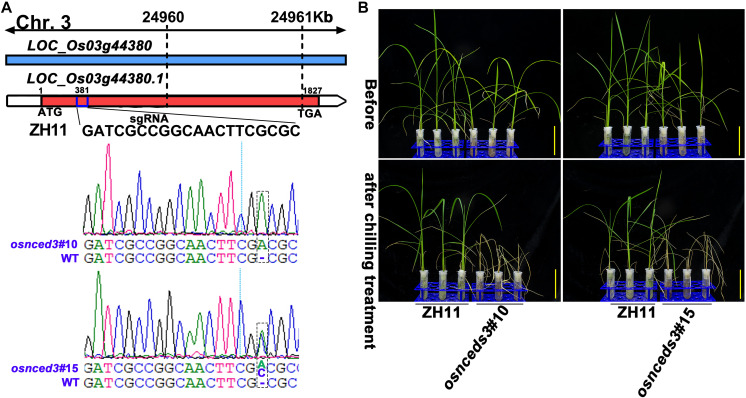
CRISPR/Cas9-edited *OsNCED3* gene and the chilling stress phenotype of CRISPR/Cas9-edited lines. **(A)** Targeted site designed in the coding sequence of *OsNCED3* and the sequences of target site in two knockout lines. **(B)** The chilling stress phenotype of *OsNCED3* CRISPR/Cas9-edited knockout lines. Scar bar = 5 cm.

Moreover, the shifts of key discriminatory DEGs identified in this study were validated by qRT-PCR. 

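In the RNA-Seq data, the recovery genes of Supplementary Figure S9 were LOC_Os09g29710, LOC_Os01g40870 and LOC_Os04g56400, and the chilling genes were OsNCED3, LOC_Os03g20120 and LOC_Os01g07530. Averaged over recovery, DC90 differed from 9311 by −1.37 at LOC_Os09g29710 (standard error 0.45), −0.89 at LOC_Os01g40870 (standard error 0.64) and −0.44 at LOC_Os04g56400 (standard error 0.51) on the log2 scale. The adjusted p over all loci was 0.17, 0.71 and 0.85 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 24 h of chilling, DC90 was higher by 0.97 at LOC_Os03g20120 (standard error 0.46) and 1.16 at LOC_Os01g07530 (standard error 0.44), with adjusted p = 0.37 and 0.25 from the same test. The reads of LOC_Os01g40870 are uncertain because of its neighbour of the same family.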

The relative expressions of all the tested DEGs exhibited similar alteration patterns with significant differences in the certain timepoints between DC90 and 9311 under chilling and recovery stress treatment in contrast to RNA-seq, indicating the reliability of RNA-seq data (Supplementary Figure S9 and Supplementary Table S6).

### The Differences in Stomatal Opening and Water Loss in 9311 and DC90 Under Chilling and Recovery Treatments

Chilling stress induces ROS accumulation in plant cells (Pareek et al., 2017). Although over-accumulation of ROS causes injury to plant cells, it is also considered as an important second messengers involved in the ABA-mediated stress-responsive signaling pathways, for example, guard cell stomatal movement (Agurla et al., 2018). Examination of ROS and the activities of scavenging enzymes showed that the contents of H_2_O_2_, SOA (total super oxidative anion), and the contents of their scavenging enzymes, for example CAT, POD, APX, and SOD, did not exhibit enhanced accumulation in 9311 and DC90 throughout the chilling and recovery treatment period, even when the chilling treatment time was extended to 120 h. More interestingly, all the indexes exhibited highly dynamic changes during the treatments; particularly, their levels were generally decreased at the first two timepoints (12- and 24-h) and recovered at the later timepoints (Supplementary Figures S10A–F,I–N). Moreover, the accumulation of any indicators at any treatment timepoints did not exceed those in the control samples. These indicating that the normal redox homeostasis was not disrupted in rice cells of either 9311 or DC90. Therefore, we speculated that chilling-induced injuries in rice were not associated with oxidative stress in the timeframe of our study. This notion was further strengthened by examining ROS, MDA, and relative electrolyte leakage levels of leaf samples in two chilling treatment regimes (Supplementary Figures S10G,H,O,P, S11A,B). However, microscopic analysis of H_2_DCFDA-stained leaves revealed a strong accumulation of H_2_O_2_ in stomatal guard cells in 24-, 72-, and 120-h chilling-treated samples of DC90, whereas a low level of H_2_O_2_ was observed in 9311 (Figure 8A), suggesting that H_2_O_2_ was only accumulated to a sub-injury level in response to chilling treatment. Therefore, scanning electron microscopy was used to examine the stomata status of chilling-treated leaf samples. By comparison with the untreated control, the percentages of completely closed stomata in the chilling- and recovery-treated samples ( 72-, 120-, and 132-h) were significantly elevated, whereas those of partially open stomata were lower in DC90 than 9311 (Figures 8B–D). The higher proportion of partially open and lower proportion of completely closed of 9311 leaf stomata resulted in higher water loss from stomata than root water uptake at the onset of the recovery stage, thereby leading to a chilling sensitive phenotype of rice (Figures 8C–E and Supplementary Figures S11C–F). Therefore, the impact of *CTS-12* on chilling tolerance phenotype was associated with the prevention of the respiration water loss through ABA-dependent stomatal regulation to maintain the balance between water uptake and water loss. The balance is prone to be impaired by environmental stresses.

**FIGURE 8:**
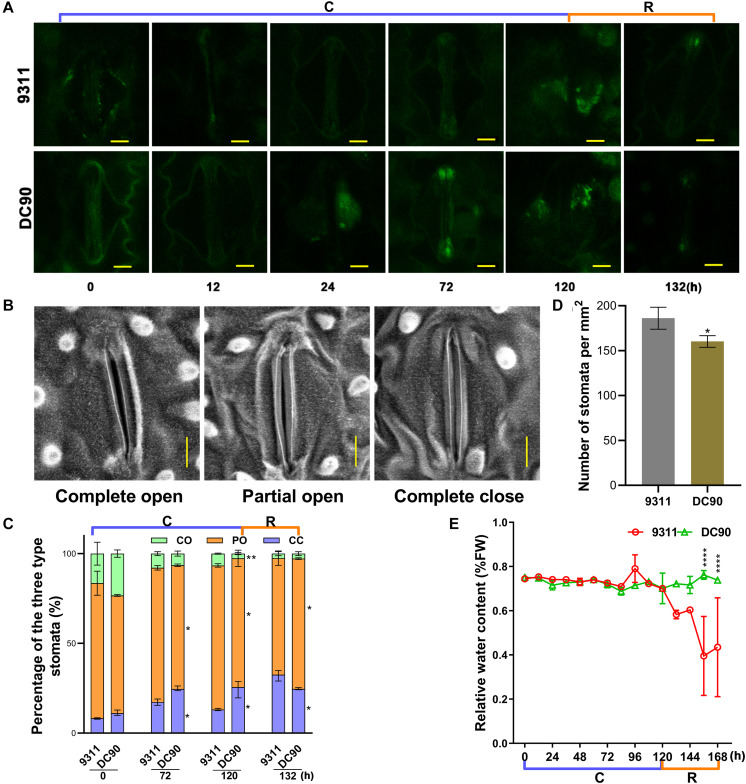
The accumulation of H_2_O_2_ in stomatal guardcells and stomatal movements of leaves in response to chilling stress and recovery treatment. **(A)** H_2_O_2_ accumulation in leaf guard cells of 9311 and DC90 at chilling and recovery treatment timepoints. **(B)** Leaf stomatal opening during chilling and recovery treatment. **(C)** The percentages of three levels of stomatal opening in 9311 and DC90 (*n* = 228 stomata for 9311; *n* = 208 stomata for DC90). **(D)** Stomatal density of the middle part of leaves of 9311 and DC90 (*n* = 8). Four random fields were used in each repeat. **(E)** Relative water content of 9311 and DC90 (*n* = 3). Scale bar, 5 μm in **(A,B)**; data are presented as the mean ± SD in **(C–E)**. * Significant at *P* ≤ 0.05 and **, ***, **** significant at *P* ≤ 0.01 according to Student’s *t*-test.

## Discussion

In this study, to unveil the impact of *CTS-12* on ABA-dependent multilevel regulation, we integrated the transcriptomic and metabolomic data of chilling-treated 9311 and DC90 samples by O2PLS and OPLS-DA modeling. Our results revealed the involvement of ABA in *CTS-12*-mediated chilling tolerance variation (Figure 1). Additionally, carbohydrate-related metabolism, amino acid metabolism, and phenylpropanoid biosynthesis were significantly shifted and exhibited different magnitudes of alteration or opposite regulatory patterns between 9311 and DC90 as well.

### Impact of CTS-12 on the Differential Alterations of the Metabolism Pathways Might Contribute to Chilling Stress Tolerance

#### Carbohydrate Metabolism

Glycolysis and the TCA cycle have been previously reported to be inhibited under water stress (Yoshida et al., 2019). In line with these findings, the present study revealed altered glycolysis in 9311 and DC90 under chilling stress, as reflected by the decreasing content of F6P and the down-regulation of genes encoding enzymes involved in glycolysis (Figure 3). These might mainly result from the activation of stachyose biosynthesis, as manifested by the differential transcriptional up-regulation of the discriminatory genes *LOC_Os03g20120* and *LOC_Os01g07530* (higher levels in DC90) (Figure 3). Galactinol and raffinose are accumulated in response to various environmental stresses and serve as osmotic protectants, cell membrane stabilizers, and ROS scavengers (Nishizawa et al., 2008). Moreover, the up-regulation of enolases (*LOC_Os12g38100*/*LOC_Os06g04510*) and pyruvate kinase (*LOC_Os01g16960*/*LOC_Os04g58110*) might supply more G3P for the TCA cycle (Figure 3). Correspondingly, the levels of the TCA cycle intermediate, malic acid, were slightly increased with the concomitant down-regulation of *LOC_Os07g43700*, a gene encoding malic acid dehydrogenase for the oxidation of malic acid to oxaloacetate, and with the up-regulation of *LOC_Os04g40310*, which might indirectly lead to the strong accumulation of glutamate, especially the elevated levels observed in DC90 (Figure 3). Therefore, this scenario suggested a global picture of the reprogramming of carbohydrate metabolism in response to chilling stress in rice, that is, the glycolysis and TCA cycle energy production pathways were perturbed and redirected the metabolic flux branching off to stachyose biosynthesis, enhancing production of antioxidant galactinol, and to glutamate, a link between the TCA cycle and nitrogen metabolism. The higher activities of these pathways in DC90 might be associated with the improvement of chilling stress tolerance.

#### Amino Acid Metabolism

The accumulation of amino acids and their derivatives, including aromatic amino acids (AAAs: tryptophan, tyrosine, and phenylalanine) and branched-chain amino acids (BCAAs: leucine, isoleucine, and valine), in response to abiotic stresses have been extensively reported in recent literature (Obata et al., 2015; Todaka et al., 2017; Yoshida et al., 2019). The accumulation of AAAs expedites the production of secondary metabolites, which serve as endogenous antioxidants (Jia et al., 2016). BCAAs act as an alternative electron donor for the mitochondrial electron chain and alternative substrates for respiration under stress conditions (Pires et al., 2016). In agreement with those findings, our analysis revealed significant accumulations of L-tryptophan, L-tyrosine, β-alanine, glutamate, L-arginine, methionine, L-isoleucine, and serotonin in identified DAMs (Figures 3, 4 and Supplementary Figures S5–S7). β-alanine and glutamate were accumulated in the two genotypes in both stages (Figure 4 and Supplementary Figure S5).

β-alanine was regarded as a metabolite with a pivotal role in differentiating the chilling tolerance of 9311 and DC90. Based on the overview of β-alanine biosynthesis and its related pathways, the increased accumulation of β-alanine in 9311 might direct the metabolic flux toward β-alanine-betaine biosynthesis. However, the low level of β-alanine in DC90 suggested that the metabolic flux was redirected toward pantothenic acid biosynthesis (Figure 4); recent evidence has shown that pantothenic acid plays a central role in metabolism and in the resistance to biotic stress in soybean (Aliferis et al., 2014). Regarding the behavior of β-alanine under chilling stress, it was considered as a negative biomarker for chilling stress tolerance.

Glutamate serves as a primary precursor for stress-related metabolites, such as *c*-aminobutyrate and polyamines, via the formation of arginine (Mahdavi et al., 2015). Glutamate exhibited higher accumulation in DC90 in contrast to 9311 during the recovery (Supplementary Figure S5). In line with this tendency, glutathione appeared to accumulate during chilling stress, suggesting that the flux of glutamate was mainly directed toward the biosynthesis of glutathione. Moreover, the accumulation of methionine under chilling stress could be connected to the biosynthesis of ethylene, although ethylene could not be detected directly with the method used in this study (Supplementary Figure S6).

Therefore, we argue that the accumulation of amino acids in rice plants might play certain roles in the improvement of chilling stress tolerance, although it has been reported that the increased amino acid levels may not be a direct adaptive response to salt stress, but an indicator of general stress and cell damage (Urano et al., 2010).

#### Phenylpropanoid Biosynthesis

Secondary metabolites such as phenylpropanoids, flavonoids, and their derivatives are important groups of compounds with various physiological roles, including ROS scavenging, enzyme activation, photoprotection, and signal regulation, which are essential for plant survival in response to environmental stresses (Fraser and Chapple, 2011). Five phenylpropanoids, including *trans*-cinnamic acid, *trans*-P-coumaric acid, ferulic acid, sinapyl alcohol, naringenin chalcone, and one flavonoid naringenin, were consistently accumulated in 9311 and DC90 under chilling and recovery stresses (Figure 5). In particular, naringenin was identified as a discriminatory metabolite during chilling stress, which exhibited strong accumulation in 9311 in contrast to DC90 at 12 h, implying its effect on the variation in chilling tolerance between two genotypes. It has recently been shown that flavonols participate in the prevention of H_2_O_2_ generation and quench H_2_O_2_ once they are formed. The enhancement of flavonol biosynthesis is concomitant with the inactivation of antioxidant enzymes (Agati et al., 2011). Consistently, in our study, chilling stress tolerance of rice was, on the one hand, negatively correlated with the abundance of phenylpropanoids and flavonoids, and, on the other hand, positively correlated with the accumulation of H_2_O_2_ in stomatal guard cells.

### CTS-12 Mediated ABA-Dependent the Maintenance of Water Uptake and Loss Balance Confers Chilling Stress Tolerance in Rice

ABA is a key regulator in plant stress responses and regulates a series of physiological processes, including tolerance to abiotic stresses and stomatal closure (Fujii et al., 2009; Ma et al., 2009; Nishimura et al., 2009; Park et al., 2009; Chawade et al., 2013; Sah et al., 2016). In the integration analysis, the level of ABA was accumulated in both genotypes during chilling stress and positively correlated with the chilling tolerance phenotype of rice; for example, a higher level of ABA was accumulated in chilling-tolerant DC90 (Figure 6). Together with the trials of exogenous application ABA, the results suggested the pivotal role of ABA in *CTS-12*-mediated mechanisms that underlie chilling tolerance in wild rice.

When plants are exposed to abiotic stresses, including chilling, increased levels of ABA activate the guard cell stomata regulatory pathway (Nishimura et al., 2009; Umezawa et al., 2010). Chilling stress causes an imbalance of the water status in plants and induces the biosynthesis or redistribution of ABA; and ABA further induces the increases in the level of ROS (mainly H_2_O_2_) that promote stomatal closure to limit transpirational water loss in guard cells (Bright et al., 2006; Agurla et al., 2018). In agreement with these findings, the increased accumulation of ABA in DC90 (Figure 6) and the sublethal generation of H_2_O_2_ in leaf guard cells of DC90 (Figure 8) suggested the involvement of these metabolites in the regulation of stomatal opening under chilling stress. This suggestion was confirmed by examinations of stomatal opening, stomatal guard cell density, and leaf relative water content of chilling-treated rice plants (Figure 8). However, in our study, measurements of ROS and ROS scavenging enzymatic activity showed no stress-induced oxidative burst during chilling stress, even with an extension of the chilling treatment time to 5 days (Supplementary Figures S10, S11A,B). Therefore, together with these findings, we speculated that the chilling-triggered injuries in rice were unrelated to ROS directly but caused by the imbalance between water uptake and transpiration of rice plants due to low level of ABA accumulation and low level of stomatal closure under chilling stress. In the chilling-tolerant genotype DC90, *CTS-12*-mediated ABA accumulation coordinately regulated stomatal closure of guard cells to maintain the balance of water uptake and loss under chilling and recovery stresses.

In addition, several metabolites, including ABA, ethylene, flavonoids, ROS, and carbohydrates, were identified serving as key factors in chilling tolerance regulation in our results. This arouse us to question whether these factors participated in and how they coordinately functioned in the regulation of stomatal closure. However, we were unable to address these due to the resolution of our experimental scheme. The relationships among these factors in response to chilling stress in rice remain elusive and, thus, require further evaluation in future studies.

## Conclusion

In this study, the integration of transcriptomic and metabolomic dataset were performed by O2PLS and OPLS-DA modeling to investigate the multilevel regulation of rice in response to chilling stress. Distinct transcriptomic and metabolomic responses were observed in 9311 and DC90 during the chilling and recovery periods. Therefore, we propose that, under chilling stress, the *CTS12*-mediated accumulation of ABA induced the signaling pathways that leads to the transcriptional alterations of chilling-responsive genes, and, in turn, triggers the metabolic shifts, including the over-representation of primary and secondary metabolic pathways, to coordinately regulate the stomatal movement of guard cells. *CTS-12* exert its effect on the differential regulation of stomatal closure, thereby resulting in the different water balance status in both genotypes during and after chilling stress. Furthermore, numerous metabolites, including galactinol, serotonin, β-alanine, naringenin, and sinapyl alcohol, recovered their levels from the stress-responsive state back to the regrowth stage (the levels comparable to their untreated controls) in recovery stage (Figure 9). These important processes occurred in the chilling-tolerant genotype (DC90) but not in the sensitive one (9311), thereby leading to a tolerant phenotype of rice under chilling stress.

**FIGURE 9:**
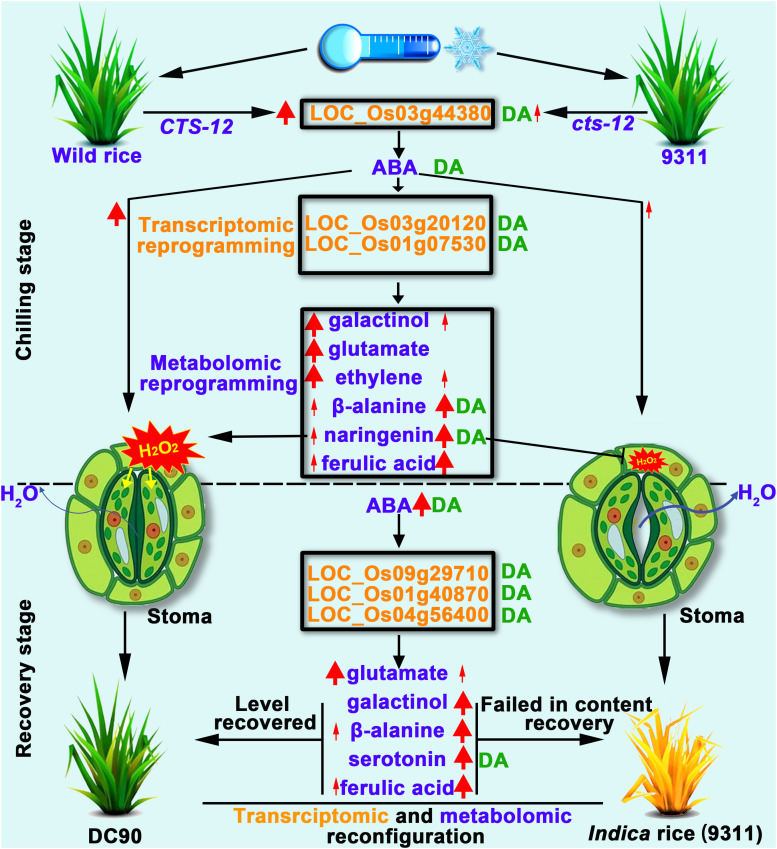
Working model proposed to depict the impact of *CTS-12* on the reprogramming of transcriptomic and metabolomic profiles in response to chilling stress. Thin and thick red arrows represent weak and strong inductions in response to chilling stress, respectively. Thin and thick dark blue arrows indicate lower and higher water loss from stomata under chilling stress, respectively. The green letters DA to the right of transcripts or metabolites represent discriminatory DEGs or DAMs identified by OPLS-DA modeling.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/ Supplementary Material.

## Author Contributions

JL, WC, and RL conceived and designed the experiments. WC, WZ, SL, MM, YC, ZZ, and HW performed all the lab experiments. WC, WZ, SL, MM, and JBL conducted the field trials and collected the samples for RNA-Seq and LC-MS/MS. JL and WC performed the data processing. JL drafted the manuscript. JL, RL, WC, WZ, SW, and MM revised the manuscript. All the authors approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Wild Rice Locus CTS-12 Mediates ABA-Dependent Stomatal Opening Modulation to Limit Water Loss Under Severe Chilling Stress
**Source:** Front Plant Sci. 2020 Oct 30;11:575699. doi: 10.3389/fpls.2020.575699
**Supplement:** Supplementary file 6

| **Table S6 The primer sequences of genes using for qPCR** | | |
| --- | --- | --- |
| **Gene ID** | **Forward Primers (5'-3') Reverse Primers (5'-3')** | |
|  |  |  |
| *LOC_Os03g44380* | CCAGGATATGCTCACATACAGC | GGAGAATCTCACCGAATTGGA |
| *LOC_Os03g20120* | TGCATCCCGTATCTTGGTATTT | CAAGCCTCGTTACATTTGTGAA |
| *LOC_Os01g07530* | AGGATGCGGAGTTCAAGTAC | TTGTCTTAGTCTCTTTCCAGCA |
| *LOC_Os09g29710* | TGCATCTCTCCTGCAAGAATTA | CAATGACAACCGAAGTGATCAC |
| *LOC_Os01g40870* | GTGACCAAGAACCTCAACATTG | TGGTACATGGTACACTCTAGCT |
| *LOC_Os04g56400* | AGCATTGACAATTTCTCATGGG | CGATTCATCGTCCAAGTTCTTC |
| *Actin* | GAGTATGATGAGTCGGGTCCAG | ACACCAACAATCCCAAACAGAG |

# Supplementary material for: The Wild Rice Locus CTS-12 Mediates ABA-Dependent Stomatal Opening Modulation to Limit Water Loss Under Severe Chilling Stress
**Source:** Front Plant Sci. 2020 Oct 30;11:575699. doi: 10.3389/fpls.2020.575699
**Supplement:** Supplementary file 7

**The wild rice locus *CTS-12* mediates ABA-dependent stomatal opening modulation to limit water loss under severe chilling stress**

Weijian Cen^1^, Wenlong Zhao^1^, Mingqing Ma^1^, Siyuan Lu^1^, Jianbin Liu^1^, Yaqi Cao^1^, Zhenhua Zeng^1^, Hanxing Wei^1^, Shaokui Wang^3^, Rongbai Li^2#^, Jijing Luo^1#^

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figures

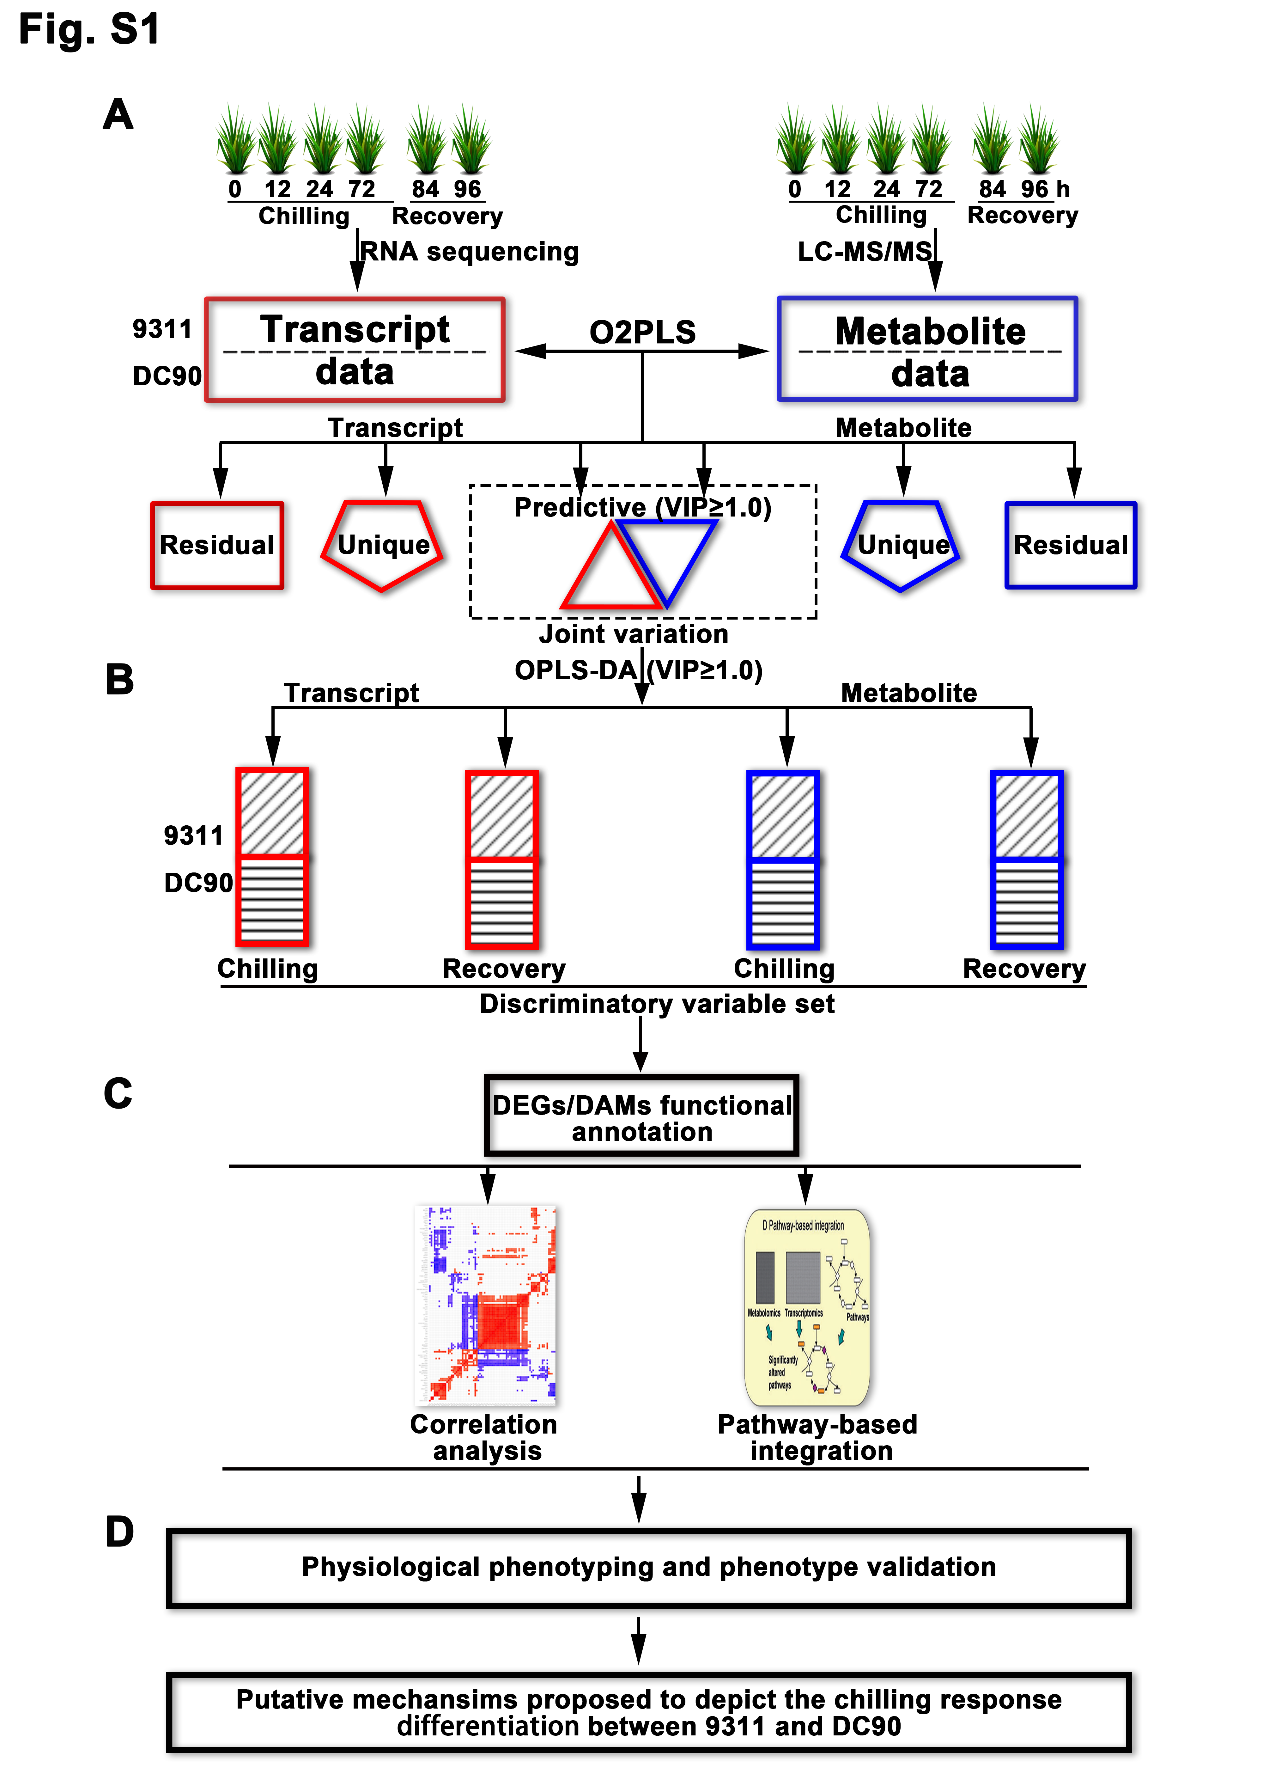

**Figure S1.** Schematic diagram of the experimental design and multivariate data analysis. (A) Sample collection timepoints for LC-MS/MS and RNA-Seq, and O2PLS modeling analysis to identify joint variation variables between transcriptomic and metabolomic data. (B) OPLS-DA modeling analysis to identify variables that differentiate chilling tolerance phenotypes of 9311 and DC90. (C) Functional clustering, correlation analysis, and pathway-based integration of common and discriminatory DEGs/DAMs. (D) Physiological phenotyping, *CTS-12*-mediated phenotype validation, and proposed putative mechanisms underlying the chilling tolerance in rice.

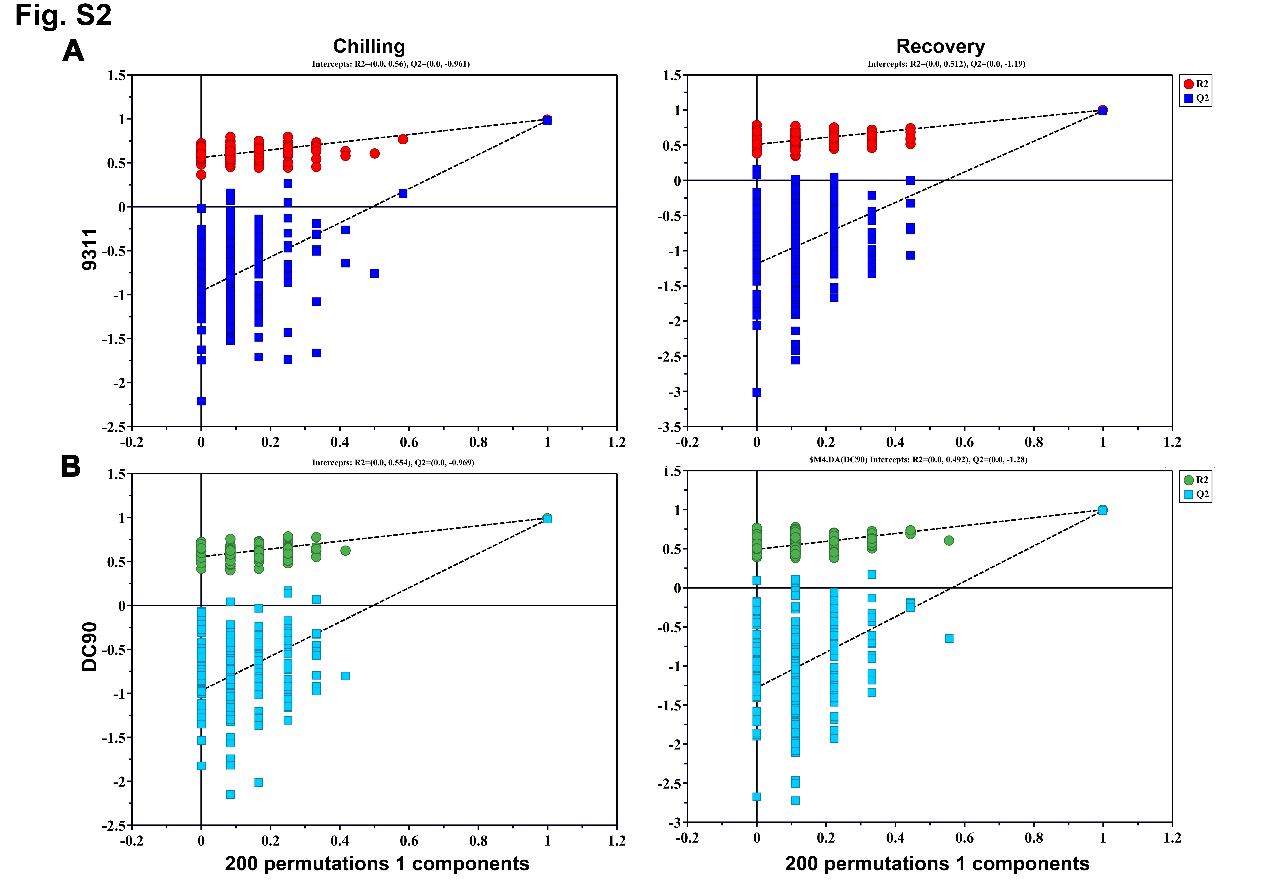

**Supplementary Figures S2.** Permutation test to check the validity and degree of overfit of the OPLS-DA model. (A) The plot displays the validity and degree of overfit of the OPLS-DA model for the 9311 dataset, respectively. (B) The plot displays the validity and degree of overfit of the OPLS-DA model for the DC90 dataset, respectively. The number of permutations is 200. In cross-validation, R2 indicates the fraction of the sum of squares of X or Y explained by the components; Q2 indicates the fraction of the total variation of X or Y that can be predicted by a component.

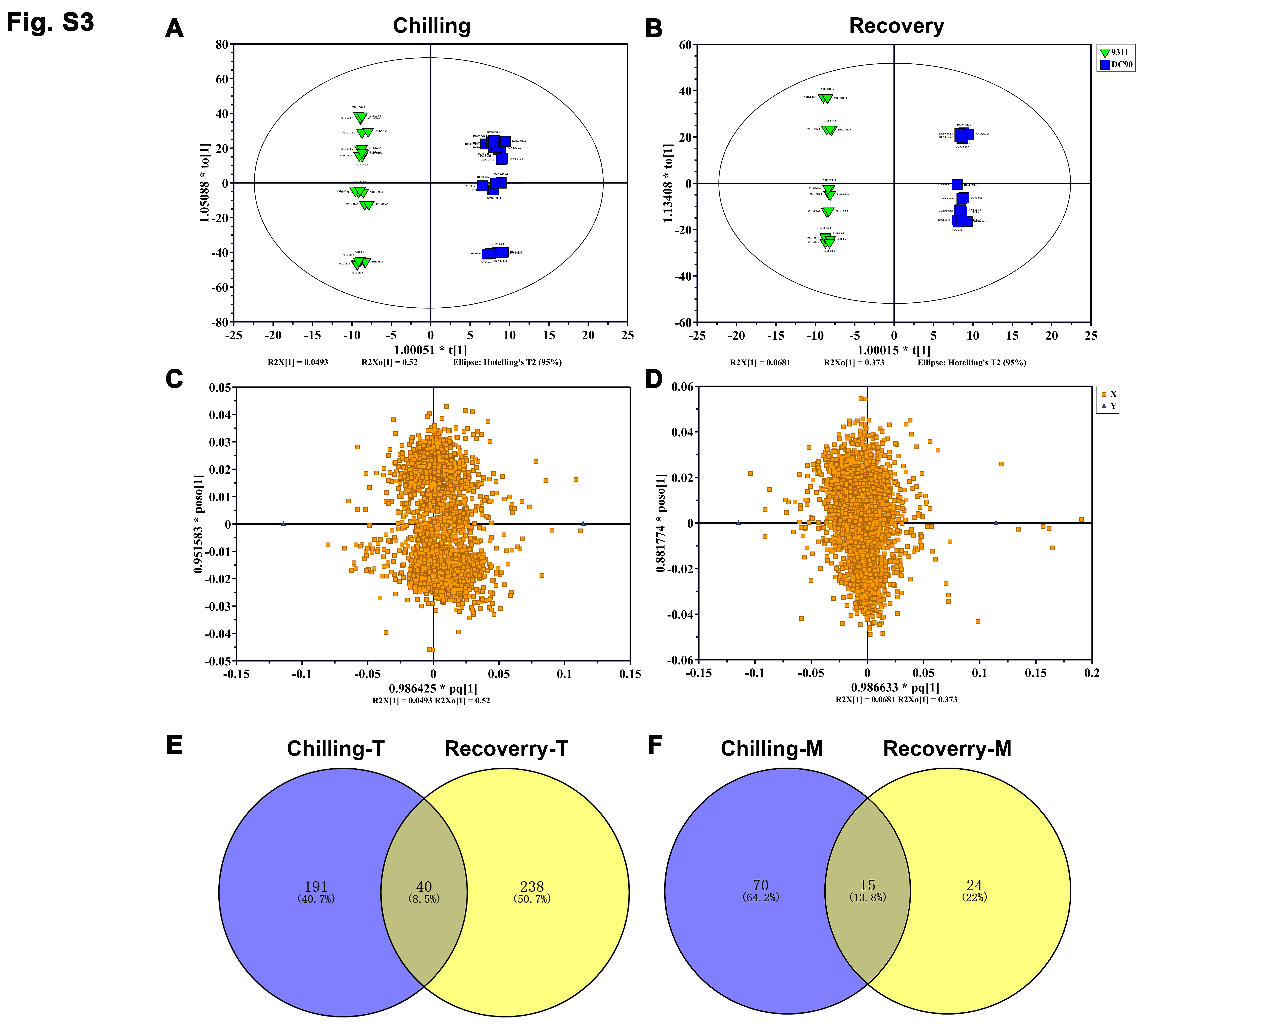

**Supplementary Figures S3.** Identification of the discriminatory variable set differentiating the chilling tolerance phenotypes of 9311 and DC90 by OPLS-DA analysis. (A-B) The score plots of t[1] vs to[1] displaying the separation of 9311 and DC90 in the horizontal (t1) direction, respectively. (C-D) The loading plots of pq[1] vs poso[1] displaying the X-loadings p and the Y-loadings q of the predictive component in the horizontal (pq1) direction, respectively. X-variables situated in the vicinity of the dummy Y-variables have the highest discriminatory power between 9311 and DC90. (E-F) Venn diagram showing the overlap of discriminatory DEGs/DAMs between chilling and recovery treatment. T and M indicate transcriptomic and metabolomic data, respectively.

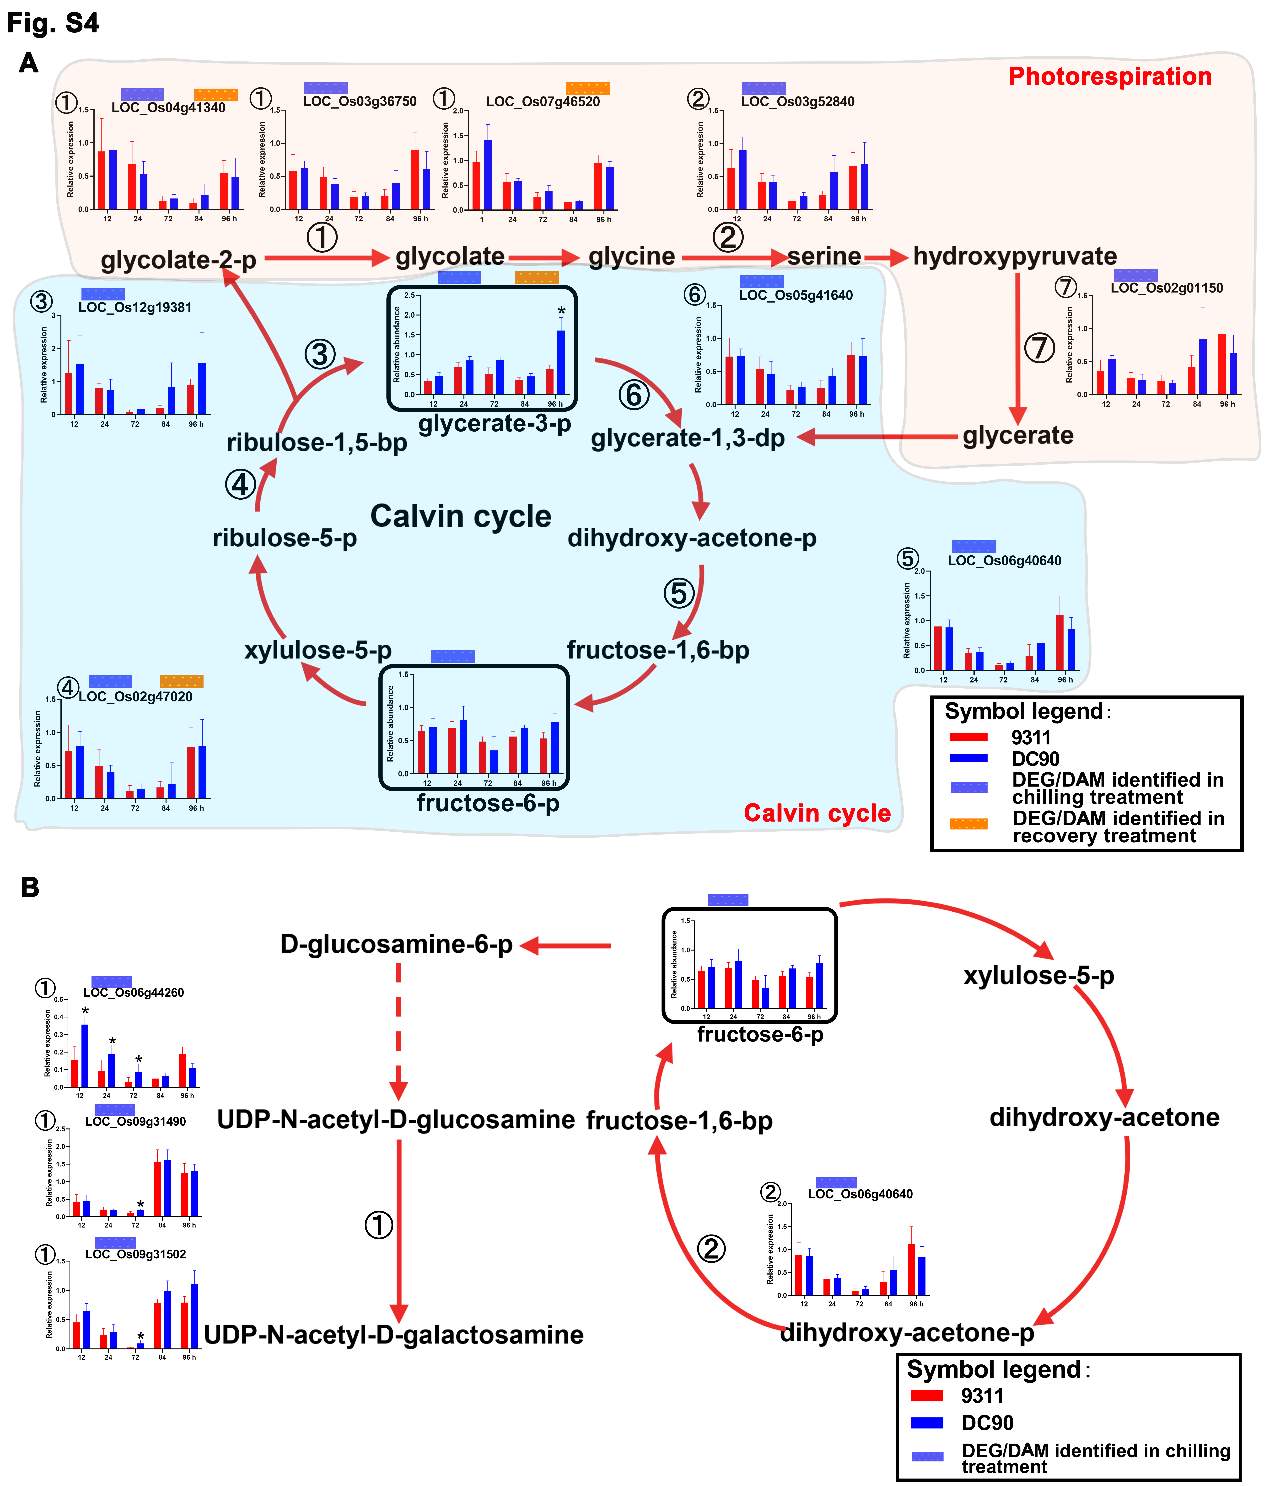

**Supplementary Figures S4.** Chilling- and/or recovery-induced DEGs and DAMs mapped to the Calvin cycle and photorespiration pathways (A) and the UDP-N-acetyl-D-galactosamine biosynthesis pathway (B), respectively. The boxed bar plots in (A and B) represent metabolites with relative abundance alterations at certain timepoints in response to chilling (blue bar at the top) or recovery (orange bar at the top) treatment; Genes encoding related enzymes with relative expression level alteration plots are numbered accordingly; The blue and orange bars at the top of the plot represent significantly altered transcripts or metabolites in response to chilling (blue bar) and/or recovery (orange bar) treatment. The red and dashed arrow in (A and B) indicate overall upstream/downstream relationships and the conversion catalyzed by multiple steps in the related pathways, respectively.

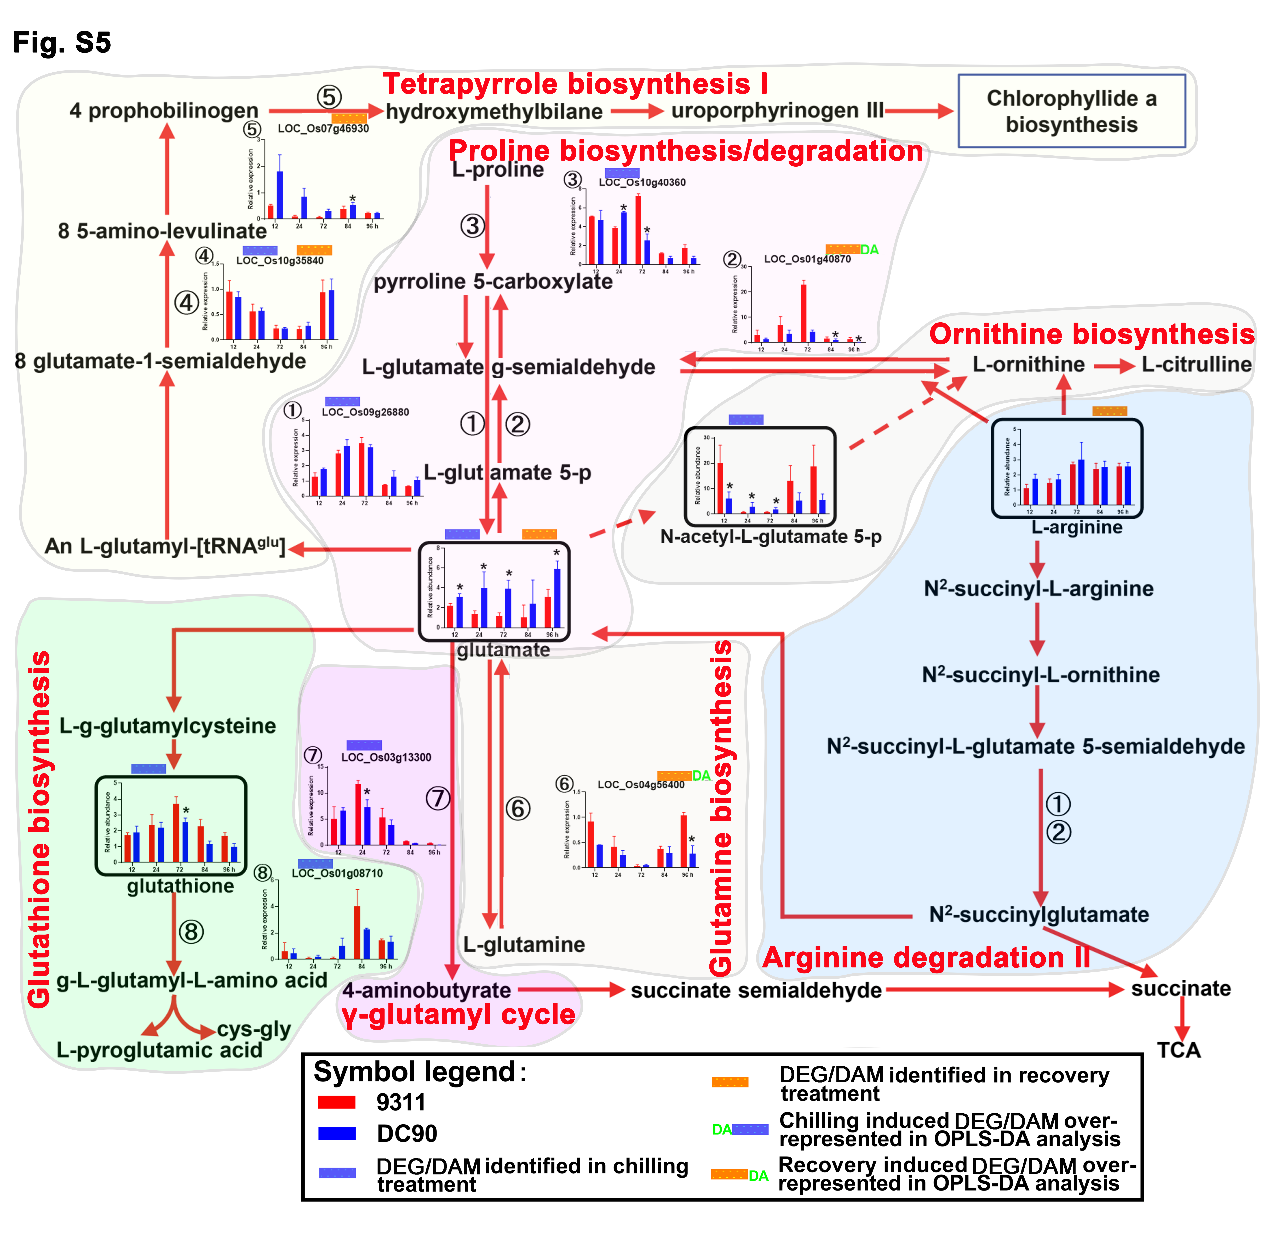

**Supplementary Figures S5.** Chilling- and/or recovery-induced DEGs and DAMs mapped to glutamate-related metabolism pathways. The boxed bar plots represent metabolites with relative abundance alterations at certain timepoints in response to chilling (blue bar at the top) or recovery (orange bar at the top) treatment. Genes encoding related enzymes with relative expression level alteration plots are numbered accordingly. The blue and orange bars at the top of the plot represent significantly altered transcripts or metabolites in response to chilling (blue bar) and/or recovery (orange bar) treatment. The plot of transcripts or metabolites with the green letters DA to the left of the blue bar or to the right of the orange bar represent transcript or metabolite members of discriminatory DEGs/DAMs that play key roles in differentiating the chilling tolerance capacity of 9311 and DC90. The red and dashed arrows indicate overall upstream/downstream relationships and the conversion catalyzed by multiple steps in the related pathways, respectively.

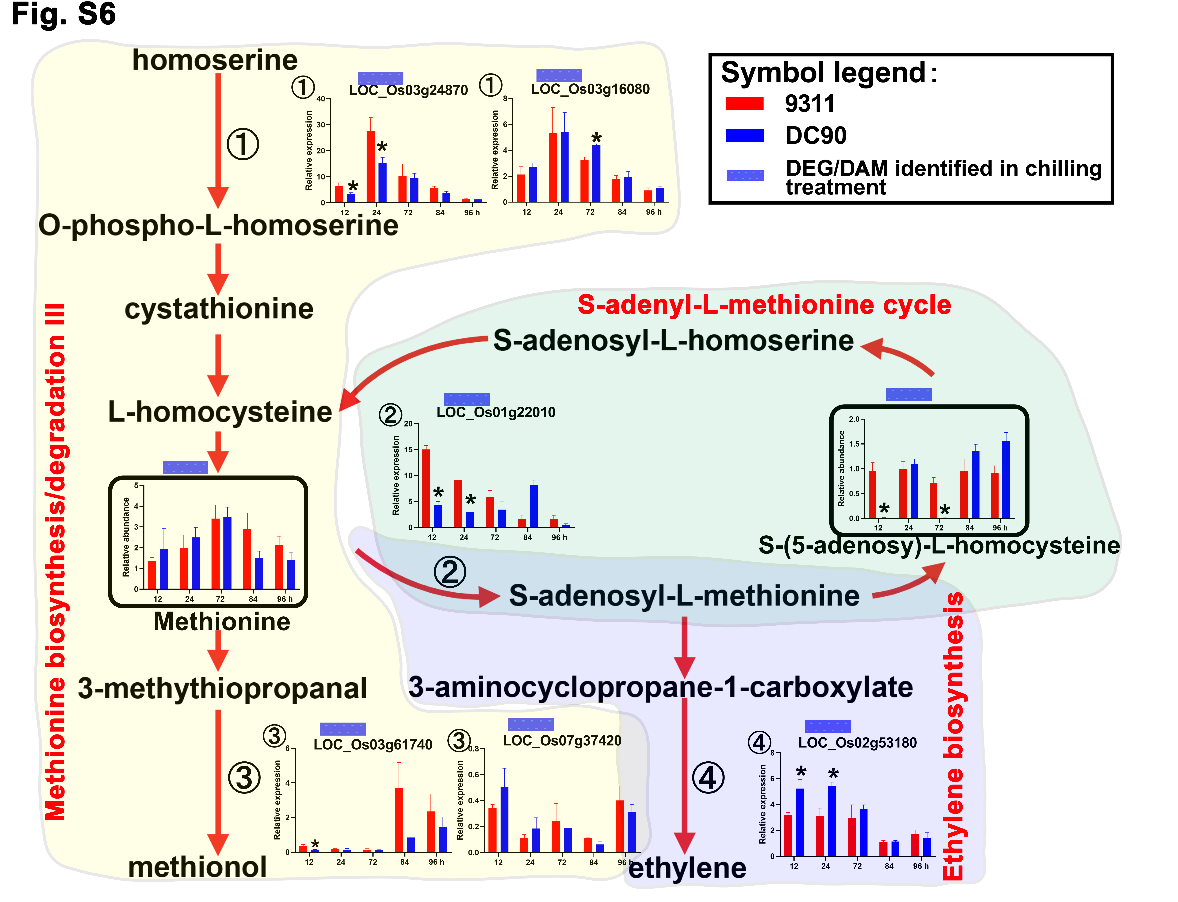

**Supplementary Figures S6.** Chilling-induced DEGs and DAMs mapped to methionine and ethylene metabolic pathways. The boxed bar plots represent the metabolites with relative abundance alterations at certain timepoints in response to chilling (blue bar at the top) treatment. Genes encoding related enzymes with relative expression level alteration plots are numbered accordingly. The blue bar at the top of the plot represents significantly altered transcripts or metabolites in response to chilling treatment. The red arrows indicate overall upstream/downstream relationships in the related pathways.

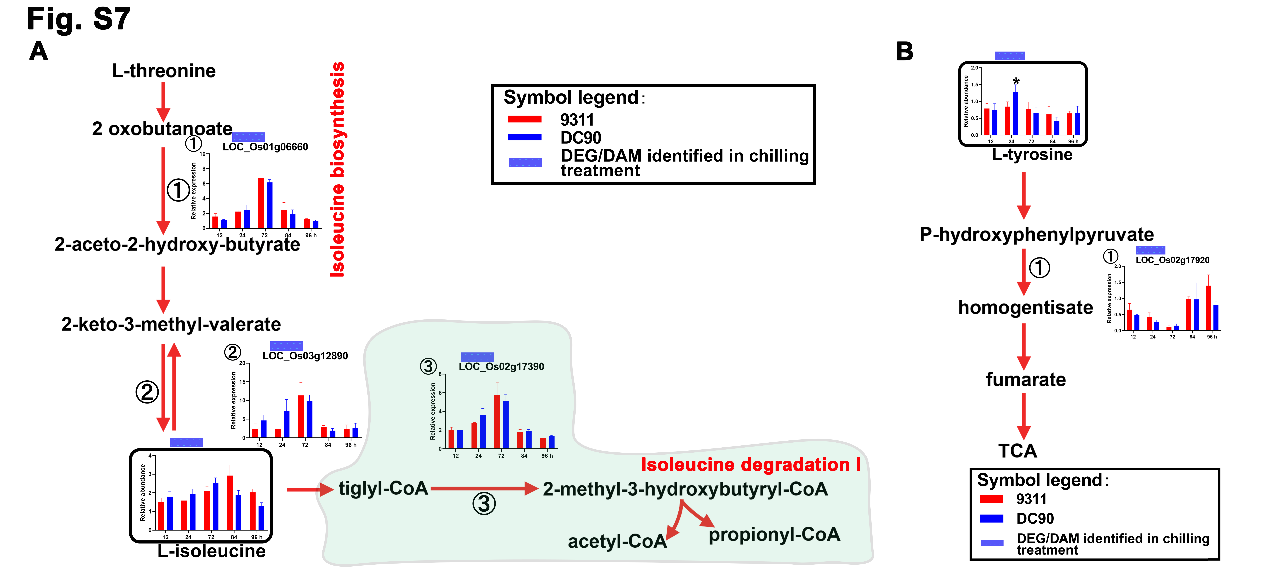

**Supplementary Figures S7.** Chilling-induced DEGs and DAMs mapped to the L-isoleucine metabolic pathway (A) and the tyrosine degradation pathway (B) based on rice metabolic pathways. The boxed bar plots in (A and B) represent metabolites with relative abundance alterations at certain timepoints in response to chilling (blue bar at the top) treatment. Genes encoding related enzymes with relative expression level alteration plots are numbered accordingly. The blue bar at the top of the plot represents significantly altered transcripts or metabolites in response to chilling treatment. The red arrows indicate overall upstream/downstream relationships in the related pathways

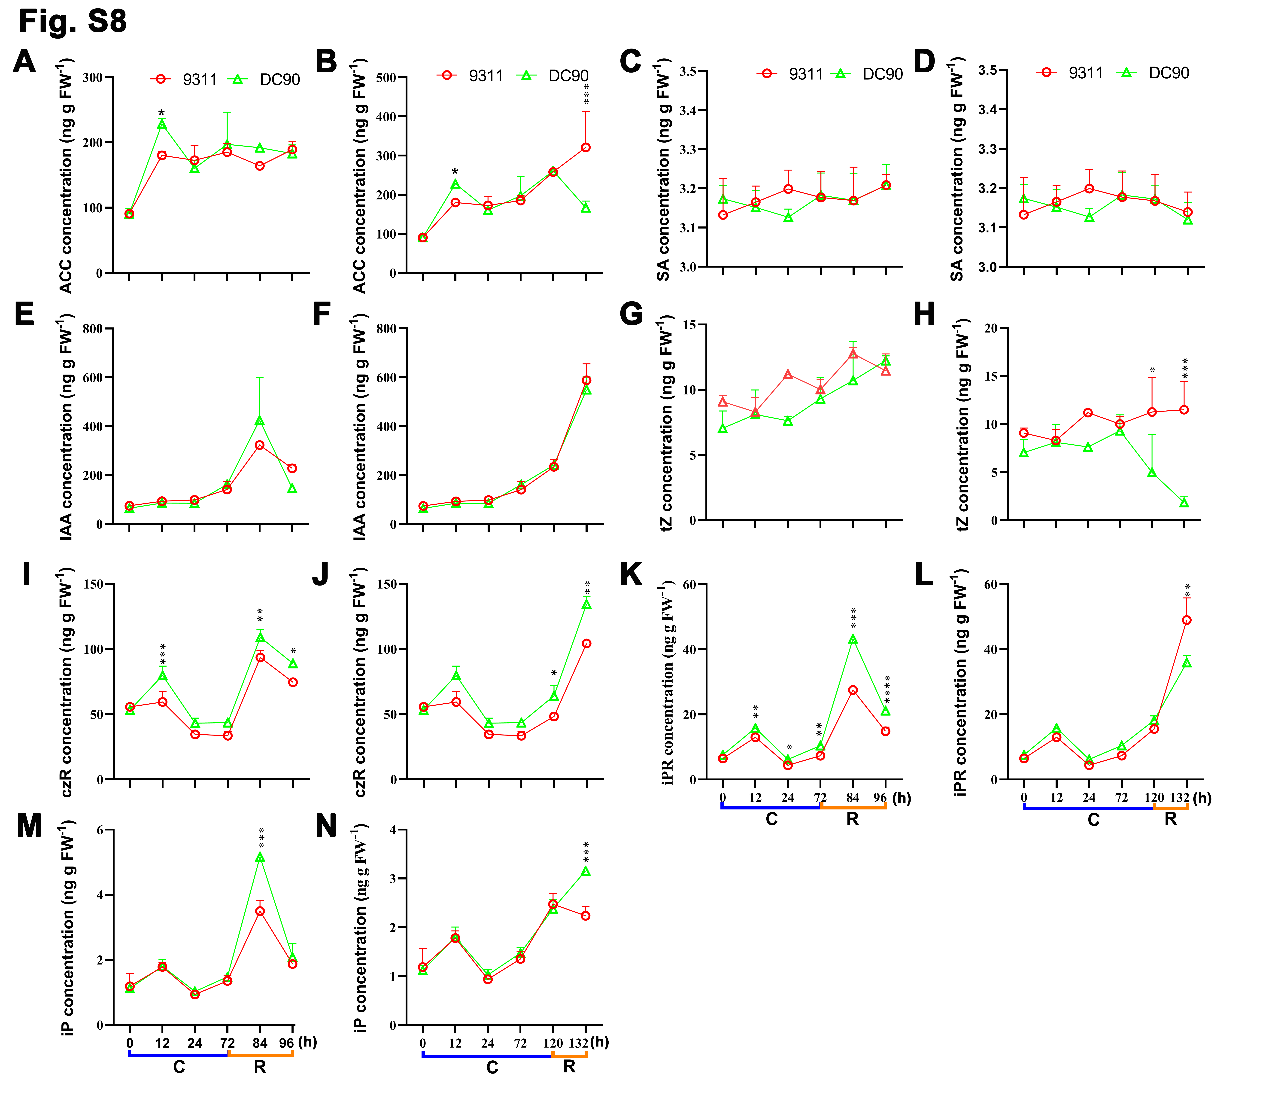

**Supplementary Figures S8.** Targeted quantification of phytohormones in chilling and recovery-treated samples of 9311 and DC90. (A-B) The dynamic changes of ACC in the two treatment regimes, respectively. (C-D) The dynamic changes in salicylic acid (SA) in the two treatment regimes, respectively. (E-F) The dynamic changes in auxin in the two treatment regimes, respectively. (G-N) The dynamic changes in different types of cytokinin in the two treatment regimes, respectively. ‘C’ and ‘R’ in (K-N) designate chilling and recovery periods, respectively.

**Supplementary Figures S9.**

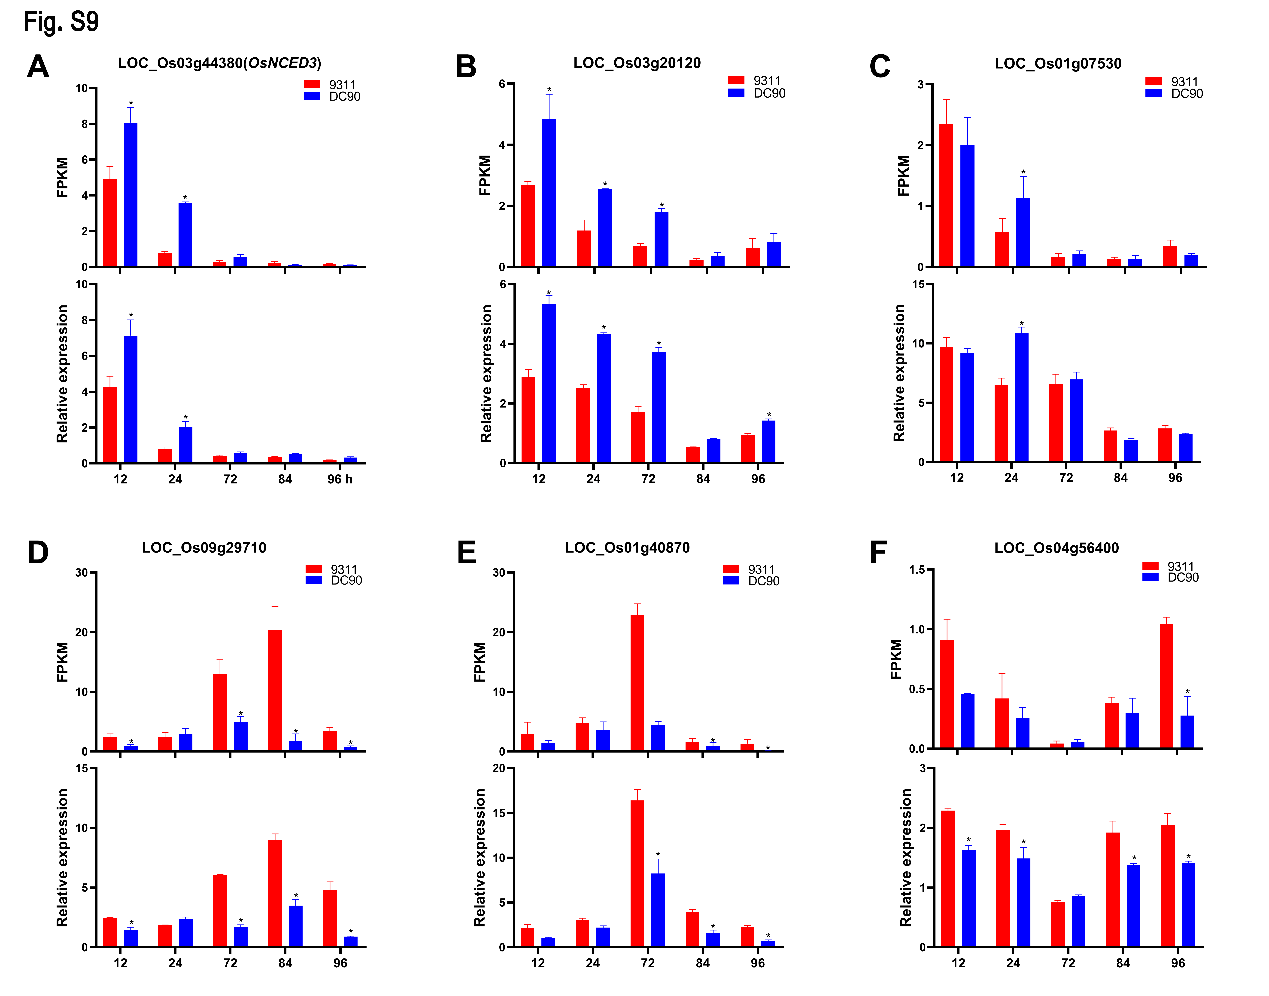

**Supplementary Figures S9.** Validation of the shifts of key discriminatory DEGs identified in the OPLS-DA modelling by qRT-PCR. (A) LOC_Os03g44380. (B) LOC_Os03g20120. (C) LOC_Os01g07530. (D) LOC_Os09g29710. (E) LOC_Os01g40870. (F) LOC_Os04g56400. The sequences of the primers used are shown in Table S6. The up and bottom panels of (A-F) designate the relative expressions of the DEGs in the RNA-seq and qRT-PCR analysis, respectively. FPKM represents Fragments Per Kilobase of exon model per Million mapped fragments

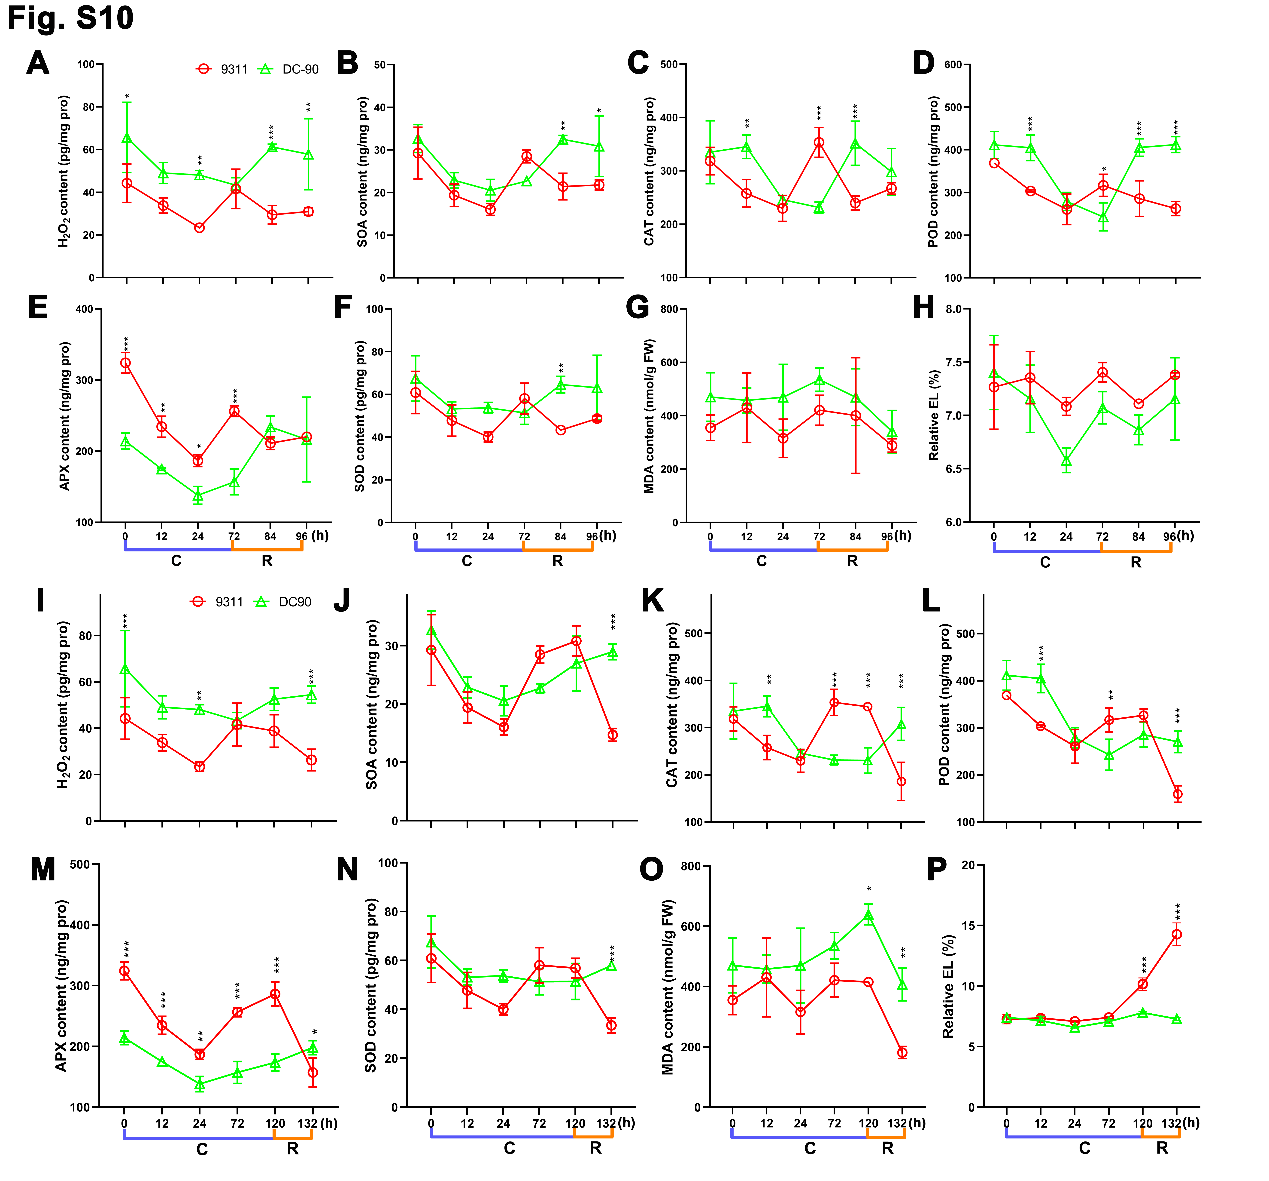

**Supplementary Figures S10.** Examination of ROS production and scavenging in 9311 and DC90 in response to chilling stress and recovery treatment. Line charts showing the production of H_2_O_2_ (A) and superoxide (B) and the activities of catalase (C), peroxidase (D), ascorbate peroxidase (E), and superoxide dismutase (F) in 9311 and DC90. (G) and (H) The production of MDA (F) and relative electrolyte leakage in leaf samples (G), respectively. Data are presented as the mean ± SD. * Significant at *P*≤0.05 and **,***,*** *P*≤0.01 according to Student’s *t* test. ‘C’ and ‘R’ in (E-H; M-P) designate chilling and recovery periods, respectively.

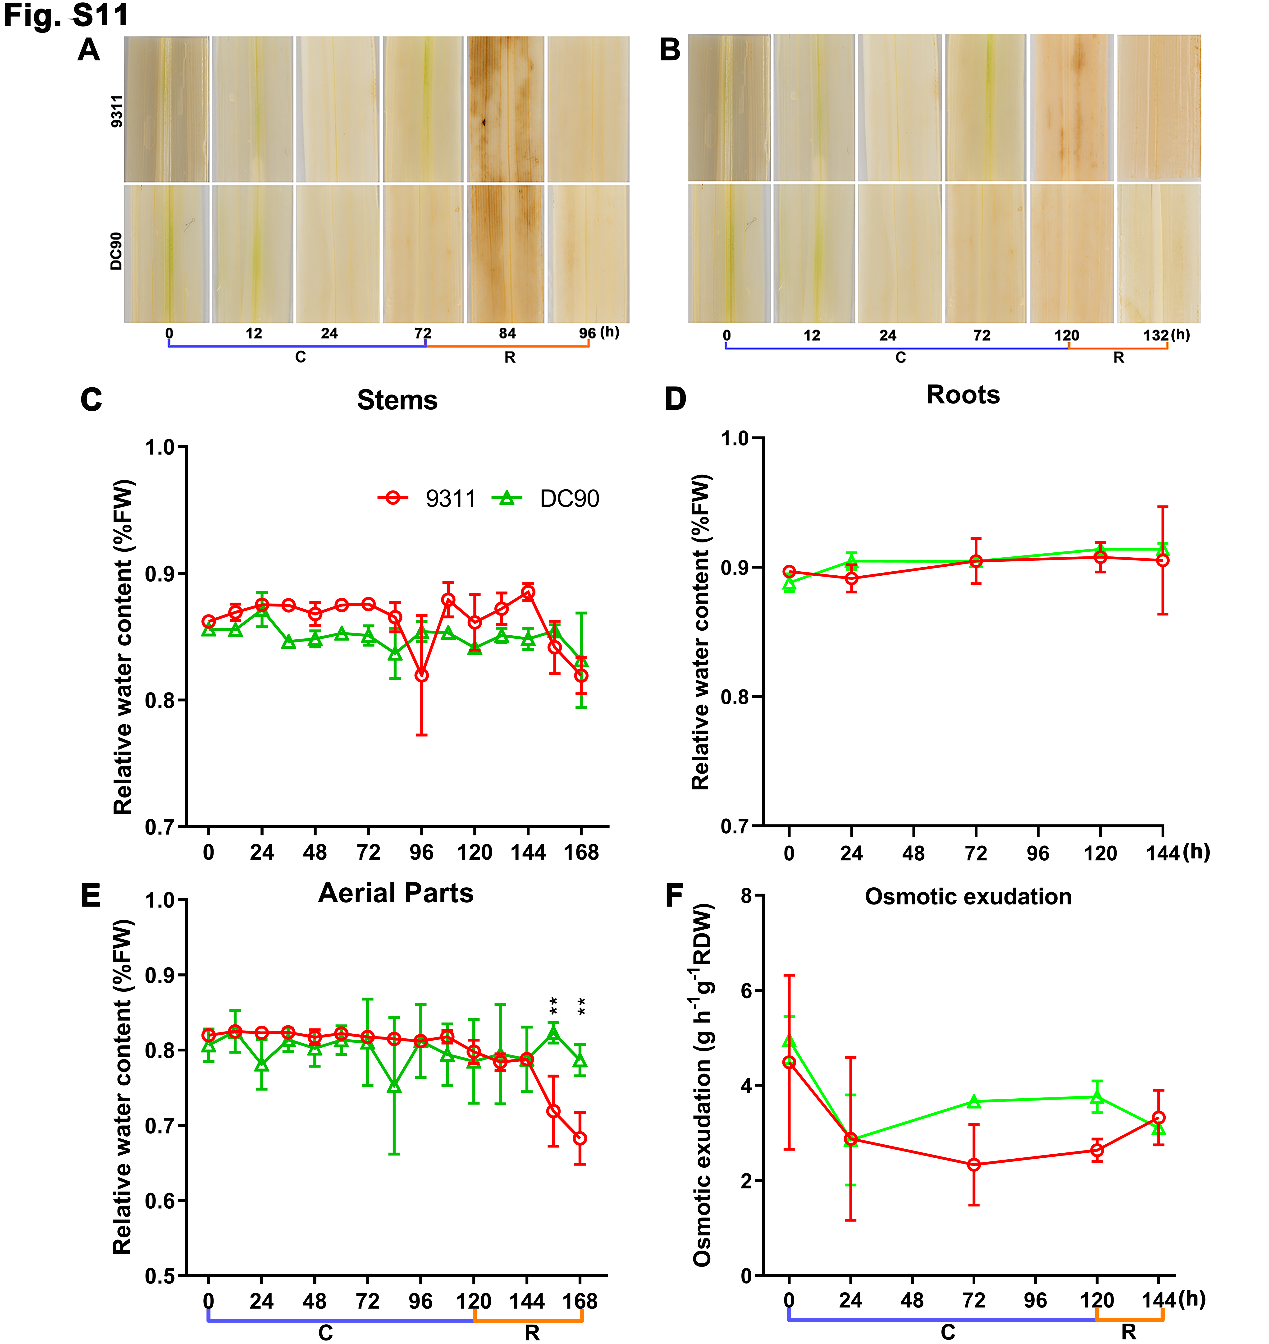

**Supplementary Figures S11** DAB Staining of chilling and recovery-treated leaves and water relation in 9311 and DC90 in response to chilling stress and recovery treatment. (A) DAB-stained leaf samples collected in the 72/24-h treatment regime. (B) DAB-stained leaf samples collected in the 120/12-h treatment regime. (C-E) Line charts showing the water content in stems (C), aerial parts (D), and roots (E) of 9311 and DC90. (F) Osmotic exudation of 9311 and DC90. Data are presented as the mean ± SD. * Significant at *P*≤0.05 and ** *P*≤0.01 according to Student’s *t* test. ‘C’ and ‘R’ in (C-F) designate chilling and recovery periods, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

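The deposited values were made by the authors, who aligned the reads of each library with HISAT2 to Release 7 of the rice annotation and counted the reads on each locus to give the count column of each library. FPKM values are deposited beside the counts, and they do not follow from those counts by depth and length alone. For LOC_Os01g44220 in 9311 at 12 h, the counts ran from 175 to 250 and the FPKM from 0.547 to 2.11. The tool that counted the reads and the handling of reads aligned to several loci are not named in the paper's text. Values of near-identical copies, overlapping loci and neighbouring loci are for that reason reported as uncertain.

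The tables hold 57778 loci, of which 1816 were added by the authors to the annotation, and 35 libraries. FPKM was above 0 in some library for 42265 loci. 28 cells have a count above 0 beside an FPKM listed at 0, and all values were used as deposited. No column of values per library was left out. The group of 9311 at 84 h has 2 libraries, labelled replicates 1 and 3. Metabolites, qRT-PCR values and models that use metabolites were not analysed here.

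Counts were tested in R 4.3.3 with edgeR 4.0.16. Library sizes were adjusted by TMM, the 12 groups were fitted together with estimateDisp and glmQLFit, and each contrast was tested with glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method over the 22961 loci whose mean FPKM over the 35 libraries was at least 0.5. Every adjusted p of a gene comes from edgeR's quasi-likelihood test unless another test is named beside it. DEGs had an absolute log2 fold change of at least 2 and an adjusted p of at most 0.001 against 0 h of the same genotype. DEGs of a period are those called at 1 or more of its timepoints, with the direction of the largest change. Genotype differences had an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05, and the interaction of genotype and timepoint had an adjusted p of at most 0.05 in an F test of the same fit. A fold against a group whose libraries all have at most 3 counts is given as a lower bound.

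The written design had assumed that only FPKM would be given and named limma on log2(FPKM + 1) as its test. Because counts were found, the test on counts was put in its place after the files were opened. The limma test of the design, DESeq2 1.42.0 and edgeR with DESeq2 size factors were then added as alternatives after the values had been seen. The other alternatives were set before the data were examined.

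Principal components were computed with numpy 2.4.6 in Python 3.11.15 from log10(FPKM + 1), mean-centred and Pareto-scaled. The shares of timepoint and genotype are sums of squares of the same scaled values. The discriminant analysis used partial least squares with 5 components and 7 folds, and a version with the libraries at 0 h, as in the rows of Supplementary Table S4, was added after a version without them had been seen. Tables were handled with pandas 2.3.3 and Fisher's exact tests were made with scipy 1.17.1. Figures were drawn with matplotlib 3.10.9, and limma was version 3.58.1.

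The named genes are every gene that the Results name by locus, the numbered genes of Fig. 3, and the 5 loci with the largest rise and the 5 with the largest fall between the genotypes whose difference has the same sign at all 6 timepoints. Adjusted p is given over all loci and over the named genes alone. The latter pools responses and differences in response in a single adjustment.

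The pairing of libraries by replicate number comes from the replicate numbers in GEO's labels, and nothing in the paper states that plants of the same number were grown together. Genotype labels were swapped within pairs of the same timepoint and replicate number, and timepoint labels were permuted within genotype and replicate number.

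The steps were tested on simulated data made from the means, dispersions and depths of these libraries, with 200 loci changed. Each locus was given the trend of the dispersion over abundance rather than its own dispersion. The changed loci were drawn above a minimum abundance. Recovery and false calls may for that reason be worse for loci that vary more or are scarce. The DEG thresholds recovered 75 of 100 changed loci with 0 false calls, the genotype test 100 of 100 with 3 false calls, and the interaction test 69 of 100 with 4 false calls. DESeq2 recovered 74 of 100 interactions with 23 false calls. The shares of variance were checked on 5000 simulated loci, where timepoint took 44.2% with 44.1% put in and genotype 12.4% with 12.5% put in. The discriminant analysis was checked on 900 simulated variables, with a Q2 of −0.16 where the groups did not differ and 1.0 where 300 differed.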

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

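The counts over random splits were set before the data were examined, and the tests of chromosome 12, of the transcripts seen in one genotype and of LOC_Os12g07010 were chosen only after the result was seen.

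The response to chilling differed between DC90 and 9311, by the F test of the interaction, for 62 loci during chilling and for 34 during recovery. When the genotype labels were swapped within pairs of libraries of the same timepoint and replicate number, 9 of 100 splits gave as many interaction loci during chilling, the real split included, and 4 of 100 during recovery. The count during chilling ran from 29 to 311 across the 24 fits that each left out one library. The count during recovery ran from 2 to 94 across the 15 such fits. Swaps at single timepoints also turn a constant difference between the genotypes into one that changes with time. The 9 splits may for that reason overstate what random grouping gives, and this was not tested. Of the 60 interaction loci of chilling with a known chromosome, 18 lie on chromosome 12 (1.47% of its tested loci, and at most 0.42% on each other chromosome). Of the 33 such loci of recovery, 2 do (0.16%, and up to 0.27% on another chromosome). A biological difference in response remains a hypothesis in both periods, and no other explanation was tested.

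For single genes named by the paper, a difference in response passed when adjusted over the named genes alone in 5 of 21 tests, and 0 of 21 passed when adjusted over all loci (6 had an unadjusted p under 0.05). The adjustment over the named genes pooled these 21 tests with 220 tests of responses, most of which passed. That pooling made it easier for a difference to pass, and the 21 tests were not adjusted on their own. LOC_Os09g29710 differed by −2.54 on the log2 scale at 84 h and by −2.11 at 96 h. Its FPKM at 84 h was higher in both libraries of 9311 than in the 3 libraries of DC90. LOC_Os10g40360 differed by −1.65 at 72 h, with each of the 3 libraries of 9311 above the 3 of DC90. LOC_Os01g40870 differed by −3.15 at 96 h, and by −0.67 without DC90 0 h replicate 3, so that this value may come from a single library. LOC_Os03g44380 (OsNCED3) differed by 1.64 at 24 h, with each of the 3 libraries of DC90 above the 3 of 9311, and by 1.26 to 2.07 across the 12 fits that each left out one library. The direction of each of these 5 differences was the same under each alternative tried. For LOC_Os01g40870, reads shared with a neighbouring locus of the same family remain a candidate explanation that was not tested. No biological explanation was tested for these genes.

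Of the 278 loci called between the genotypes over all timepoints, 154 lie on chromosome 12, and of the 130 called at 0 h, 76 do. The paper does not report the position of the genes that differ between DC90 and 9311. The odds of being called were 29.1 times higher on chromosome 12 than on the other chromosomes, which is consistent with a wild rice segment around CTS-12 carried by DC90. A difference in library depth was tested by the median total count of DC90 over that of 9311, which was 1.08 and applies to all chromosomes alike. Reads of wild rice alleles lost in alignment would lower DC90, and 40.9% of the called loci of chromosome 12 were lower in DC90, against 42.3% of those elsewhere. That share does not rule out lost reads at single loci, and some of the 63 loci that were lower in DC90 may carry alleles that align poorly. The reference is based on japonica rice and 9311 is indica, so reads of 9311 alleles may be lost as well. Such losses would make DC90 look higher, and some of the 91 loci that were higher in DC90 may differ in alignment too. The share of lower loci cannot separate these cases. Reads counted on a neighbouring locus in one genotype were tested by opposite calls at adjacent tested loci, which were found at 16.9% of the called loci of chromosome 12 (26 of 154). Such shifts could explain some or all of those 26 loci. That count is not a bound. It misses shifts to neighbours that were not tested or not called the other way. It may also hold adjacent tested loci that differ in opposite directions without a shift, and how often that happens was not tested. The test cannot decide for the rest of the 154. The paper describes DC90 as 9311 with the wild rice locus CTS-12 introgressed, and it remains open how many of the 154 loci differ in expression and how many in alignment.

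Of 10 loci with at least 50 counts in every DC90 library and at most 3 in every 9311 library outside chilling, 9 were above 3 counts in 9311 12 h replicate 2, at a median of 62.5% of their level in DC90. RNA of DC90 mixed into that library would carry LOC_Os12g35590 too, at a predicted count of 954, and 0 were counted. Such a mixture would also lower the 5 loci seen only in 9311 to 37.5% of their level in the other replicates, and their median was 88.7%. Induction by chilling in 9311 would raise replicates alike. At 12 h, 8, 9 and 9 of the 10 loci were above 3 counts in replicates 1, 2 and 3, with sums of 776, 4949 and 1339 counts. At 24 h the sums were 6, 1577 and 552, so that the highest was 263 times the lowest. Both tests speak against a mixture with DC90. Induction could raise all 3 replicates at 12 h but leaves the spread at 24 h unexplained, and no other explanation was tested.

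In DC90, LOC_Os12g07010 had 13879 counts at 24 h in replicate 1 and at most 12 in each other library. RNA of 9311 mixed into the library would bring the 5 other loci seen only in 9311, of which 2 were above 3 counts, the highest at 8 counts. The FPKM of LOC_Os12g07010 in this library was 209.6, against a mean of 205.2 in 9311 at 24 h, a level that a small mixture could not give. Reads moved from the copy LOC_Os11g06750 would lower that copy, and its level was 1.13 times the mean of the other replicates. A candidate explanation is that reads were counted on the neighbouring LOC_Os12g07020 in the other DC90 libraries. The sum of LOC_Os12g07010 and LOC_Os12g07020 in this library was 1.17 times its mean in the other 2 replicates, with 13879 and 4495 counts there against 7 and 16781 in replicate 2. The difference of LOC_Os12g07010 between the genotypes may for that reason be one of read assignment, and no biological explanation was tested.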

How the results depend on the processing

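Of 258 results of single genes, 235 kept their direction under every alternative tried, and 171 of them also kept their side of the threshold. Of 4321 values under alternatives, 4011 were the same, 79 weaker, 150 stronger and 81 reversed. The 23 results that reversed in some setting had an adjusted p of at least 0.71 with edgeR's quasi-likelihood test, so none of the 156 results past the threshold reversed. Of 157 values of the 17 counts and shares of variance with all libraries in the fit, 108 were the same, 15 weaker, 30 stronger and 4 moved. The limma test on log2(FPKM + 1) was the test of the written design, and it was run as an alternative after the values had been seen. DESeq2 and edgeR with DESeq2 size factors were chosen after seeing the data. The limma settings change the test together with the pseudocount. For the changes listed here the cause was not tested.

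With limma on log2(FPKM + 0.1), DEGs of 9311 during recovery were 525 against 337, and interaction loci 96 against 62 during chilling and 16 against 34 during recovery. The share of higher DEGs was 33.2% against 43.8% in 9311 during chilling and 23.4% against 11.4% in DC90 during recovery. With limma on log2(FPKM + 1), genotype loci over all timepoints were 143 and during chilling 411, and interaction loci were 133 and 62 during chilling and recovery. Without an intensity trend these were 143, 409, 126 and 58. The share of higher DEGs in DC90 during chilling was 53.3% against 42.8% in both of these limma fits. With DESeq2, DEGs during recovery were 873 in 9311, 1157 in DC90 and 535 in both, genotype loci 300 at 0 h and 567 during recovery, and interaction loci 414 and 556. The share of genotype loci higher in DC90 at 0 h was 70.3% against 59.2%. In simulated counts, DESeq2 made 23 false interaction calls against 4 by edgeR's test.

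With all loci above 0 in a library, genotype loci over all timepoints were 506. With each library entered repeatedly to 6 rows per group, genotype loci were 1179 at 0 h, 530 over all timepoints, 1235 during chilling and 1371 during recovery, interaction loci 6097 and 7085, and joint-variation transcripts with a difference 153. The share of loci higher in DC90 at 0 h was then 75.3% against 59.2%. With an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05, DEGs were 11316 and 2149 in 9311, 10139 and 2650 in DC90, and 8471 and 1180 in both, during chilling and recovery. The share of higher DEGs of recovery was then 40.9% against 26.1% in 9311 and 21.7% against 11.4% in DC90. With no threshold on the fold change, genotype loci were 801 over all timepoints and 2430 during chilling (53.3% higher in DC90, against 79.4%), and joint-variation transcripts with a difference 127. With only the groups of the comparison in the fit, DEGs were 1478 (54.2% higher) and 12 in 9311 during chilling and recovery, 192 in DC90 during recovery, and 954 and 9 in both genotypes. Genotype loci were then 86 at 0 h and 427 during chilling, and interaction loci 10 and 1. That fit was not run for genotype loci over all timepoints, whose comparison holds all groups, nor for the joint-variation transcripts.

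The share of PC1 was 34.6% with unit variance scaling, 42.2% with centring only and 57.0% with DEGs only, against 38.7%. The share of PC2 was 13.3% with 75th-percentile scaling, against 15.3%. That scaling moved the median log2 fold change of all loci by −0.14 at 12 h, −0.18 at 24 h, −0.1 at 72 h and 0.17 at 84 h in 9311, and by −0.12, −0.16 and 0.17 at 12, 24 and 84 h in DC90. With limma on log2(FPKM + 1) the shift reached −0.3 in 9311 at 24 h and 0.41 in DC90 at 84 h, and with log2(FPKM + 0.1) −0.34 and 0.44. With DESeq2 size factors it was at most 0.05.

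Libraries of the same replicate number did not deviate together, with a mean correlation of 0.003 between same-numbered libraries over all pairs of groups and −0.0 between others, and of 0.086 and −0.041 between the genotypes at the same timepoint. With the replicate block, DEGs were 3359 and 329 in 9311 against 3415 and 337, 2608 and 633 in DC90 against 2677 and 664, and 2074 and 239 in both against 2107 and 245, during chilling and recovery. Genotype loci were 119 at 0 h against 130, 268 over all timepoints against 278, 722 during chilling against 688 and 247 during recovery against 295. Interaction loci were 54 against 62 and 15 against 34, and joint-variation transcripts 66 against 70.

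Leaving out one library at a time gave 193 to 318 DEGs of 9311 during recovery, 420 to 608 of DC90 during recovery, 86 to 164 genotype loci at 0 h, 553 to 1204 during chilling and 189 to 335 during recovery. Interaction loci were 29 to 311 during chilling and 2 to 94 during recovery. DEGs of chilling were 2705 to 4035 in 9311 and 2048 to 2581 in DC90, and common DEGs 1739 to 2286 during chilling and 164 to 235 during recovery. Libraries of 9311 at 84 h were not left out, since 1 would remain.

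The following log2 values reversed in direction. LOC_Os06g40640 in 9311 at 12 h (0.09) was −0.24 with each of the 3 limma settings and −0.07 with 75th-percentile scaling. LOC_Os04g38600 in 9311 at 12 h (−0.02) was 0.00 with DESeq2 and with its size factors. The difference of LOC_Os01g07530 at 12 h (0.03) was −0.01 with all loci above 0. LOC_Os09g29710 in DC90 at 96 h (0.0) was −0.01 with all loci above 0 and 0.00 with only the groups of the comparison. LOC_Os01g40870 in DC90 at 84 h (−0.5) was 0.91 with limma on log2(FPKM + 0.1) and 0.45 with both fits on log2(FPKM + 1), and its difference at 84 h (−0.82) was 0.34 and 0.03. LOC_Os04g43760 in DC90 was 0.31 and 0.24 in the same order at 12 h (−0.58), 2.55 and 1.41 at 72 h (−0.69), and 3.19 and 2.03 at 84 h (−0.19). It was 0.03 at 24 h (−0.93) with limma on log2(FPKM + 0.1), and 0.00 at 84 h with the replicate block. LOC_Os03g44380 in 9311 at 24 h (−0.03) was 0.02 with DESeq2 and with its size factors. LOC_Os05g10650 in DC90 against 9311 over chilling (−0.08) was 0.12 with limma on log2(FPKM + 0.1) and 0.08 with both fits on log2(FPKM + 1).

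Across fits that each left out one library, LOC_Os06g40640 ran from −0.13 to 0.41 in 9311 and −0.24 to 0.12 in DC90 at 12 h, LOC_Os04g38600 from −0.44 to 0.33 and LOC_Os05g41640 from −0.57 to 0.27 in 9311 at 12 h, and LOC_Os01g16960 from −1.07 to 0.28 in DC90 at 12 h. Differences of LOC_Os01g07530 ran from −0.4 to 0.54 at 12 h and −0.2 to 0.34 at 72 h, of LOC_Os10g40360 from −0.26 to 0.55 at 12 h, of LOC_Os02g53180 from −0.26 to 0.3 at 72 h, and of LOC_Os04g56400 from −0.59 to 0.07 at 84 h. LOC_Os09g29710 ran from −0.58 to 0.4 in DC90 at 96 h, and LOC_Os04g56400 from −0.43 to 0.06 in 9311 at 96 h. LOC_Os01g40870 ran from −1.09 to 1.97 in DC90 and in its difference from −1.41 to 1.66 at 84 h, and from −0.08 to 0.75 in 9311 at 96 h. LOC_Os04g43760 ran in DC90 from −1.19 to 2.97 at 12 h, −1.51 to 2.62 at 24 h, −1.28 to 2.86 at 72 h and −0.77 to 3.36 at 84 h, and from −1.03 to 0.11 in 9311 at 96 h. LOC_Os01g67540 ran from −0.84 to 0.07 in DC90 at 12 h, LOC_Os03g44380 from −0.23 to 0.36 in 9311 at 24 h, and LOC_Os05g10650 from −0.23 to 0.03 between the genotypes over chilling.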

Differences from the paper's values

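Of 358 values compared with the paper, 3 differed by more than the error and by a factor above 1.5. For LOC_Os01g24950, the FPKM of 9311 at 84 h over its own 0 h value was 0.786, against the paper's about 1.2 in Fig. 3, read by eye. Of the 3 alternatives set before the data were examined, leaving out 9311 0 h replicate 1 brought it within a factor of 1.5 of the paper's value (0.847) and the other 2 did not. In DC90 at 84 h, the same ratio was 1.24, against the paper's about 0.8 in Fig. 3, read by eye. Of the 6 alternatives set before the data were examined, 3 brought it within that factor, each still above the paper's value: leaving out DC90 0 h replicate 1 (0.973), DC90 84 h replicate 2 (1.2) and DC90 84 h replicate 3 (1.18).

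The number of DEGs of recovery called in both genotypes was 245, against the paper's 377 in its supplementary tables. Of the 22 alternatives set before the data were examined, 4 brought it within a factor of 1.5 of the paper's count, each still below it: limma on log2(FPKM + 0.1) (314), all loci above 0 in a library (270), 75th-percentile scaling (254) and limma on log2(FPKM + 1) without a trend (286). The other 18 did not. The limma test of the written design, on log2(FPKM + 1) and run after the values had been seen, brought it within that factor (285). Of the alternatives chosen after seeing the values, DESeq2 brought it within that factor from above (535). Fitting edgeR with DESeq2 size factors (240) did not.

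The paper gives 4 glycolysis genes as lower at each chilling timepoint. At 12 h, LOC_Os06g40640 was at 0.09 in 9311 and −0.06 in DC90 on the log2 scale, LOC_Os04g38600 at −0.02 and −0.2, and LOC_Os05g41640 at −0.12 and −0.26, none of them beyond the replicate error. As ratios of mean FPKM to 0 h, these 3 genes were lower at 12 h in both genotypes (0.73 to 0.88), in the direction the paper gives. At 24 h their log2 values lay between −1.3 and −0.53, and 5 of the 6 had an adjusted p above 0.05 from edgeR's quasi-likelihood test. The paper gives the raffinose pathway genes as raised under chilling. LOC_Os03g20120 was raised at 12 h, by 1.29 in 9311 and 2.41 in DC90. At 72 h it was at −0.5 in 9311 and 0.57 in DC90, neither beyond the replicate error. LOC_Os01g07530 was at −2.52 in 9311 and −2.45 in DC90 at 72 h. The pyruvate kinase LOC_Os01g16960, given as raised, was at −0.3 in DC90 at 12 h, within the replicate error. At 24 and 72 h it was raised, by 1.36 and 1.98 in DC90 and by 2.37 and 2.71 in 9311. LOC_Os01g40870, given as inhibited in DC90 and raised in 9311 during recovery, was at −0.5 in DC90 at 84 h and −2.83 at 96 h, and at 0.32 and 0.31 in 9311, none of them beyond the replicate error over all loci. The counts of LOC_Os01g40870 in DC90 at 0 h were 44, 115 and 1559, and without replicate 3 at 0 h the value at 84 h was 1.97.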

Other observations

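The tests by random splits, the first test of the clock genes and the test of repeated libraries were set earlier, and the second test of the clock genes, the tests of the 2 libraries of 9311 and the tests of the drawn bars were chosen only after the result was seen.

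Timepoint labels were permuted within genotype and replicate number in 100 splits, the real one included. A single split, the real one, gave as many DEGs in 9311 during chilling (1 of 100), in 9311 during recovery (1 of 100), in DC90 during chilling (1 of 100) and in DC90 during recovery (1 of 100), and as many common DEGs during chilling (1 of 100) and recovery (1 of 100). The highest other count was 9, for 9311 during recovery. Genotype labels were swapped within pairs of the same timepoint and replicate number. The real split alone gave as many genotype loci over all timepoints (1 of 100) and during chilling (1 of 100), and as many joint-variation transcripts with a difference (1 of 100). The highest other counts were 144, 605 and 48. At 0 h there are 4 such splits and during recovery 16, of which 1 gave as many genotype loci in each case. With so few splits a share under 0.05 cannot be reached at 0 h or during recovery. The timepoint share of variance was reached by 1 of 100 splits and the genotype share by 2 of 100.

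More DEGs were called at 84 h than at 96 h in both genotypes, and the 84 h samples were taken 12 h out of phase with those at 0 and 96 h. A change of at least 2 on the log2 scale at 84 h and under 1 at 96 h in both genotypes was found at 2 of 7 clock genes and at 185 of 22961 loci (0.81%, two-sided Fisher's exact test, p = 1.3e-03). Read from adjusted p alone, 5 of the 7 clock genes had an adjusted p of at most 0.05 at 84 h in both genotypes and 0 at 96 h. Of all 22961 loci, 1123 (4.9%) passed at 84 h. Clock genes met both tests more often than all loci, so time of day may contribute to the DEGs of 84 h, although most of them did not meet the first test. The samples at 84 and 96 h differ in both time of day and length of recovery, so these cannot be told apart here. The samples at 12 h were also taken 12 h out of phase with those at 0 h. Time of day may for that reason contribute to the responses at 12 h, and this was not tested.

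The chilled libraries 9311 12 h replicate 2 and 9311 72 h replicate 2 lie between their group and 0 h on the first principal component. Low depth could give such a position, but 0 of the 2 libraries had the lowest total count of its group. A sample of DC90 labelled as 9311 would lack the transcripts seen only in 9311, and their lowest count in these libraries was 113. On the second component neither library lay between its group and 0 h. There 9311 12 h replicate 2 scored 6.3, above the 0 h libraries of 9311 (−26.2 to −14.9). The score of 9311 72 h replicate 2 was 46.5, the highest of its group. A milder exposure of these plants to chilling remains a hypothesis that was not tested, and the second component does not speak for it.

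In the discriminant analysis with each library entered repeatedly to 6 rows per group, the lower of the median Q2 values with swapped genotype labels was 0.699. With each library entered once, the Q2 of the real labels was 0.927 for chilling and 0.752 for recovery, and repeated rows raised it to 0.988 and 0.981. Copies of a left-out row stay in the training set, so repeated rows may account for that rise. The cross-validation with each library entered once has no such copies. Its transcripts were chosen by the paper's O2PLS modeling of Supplementary Table S1, which holds the same libraries repeated. Whether that choice raised the Q2 was not tested.

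Of 352 bars of expression in the paper's figures, 318 lay within the error of reading of the ratio of means over all libraries. Elsewhere than in the panel of LOC_Os01g24950, 27 bars of 12 genes differed. The mean without 1 library of the treated group matched 25 of them, each in a group of 3 libraries. Such bars could be means of 2 libraries, although with 3 ways to leave out a library a match is also easier to reach. In the panel of LOC_Os01g24950 in Fig. 3, 2 of 9 bars matched as drawn and 9 of 9 matched the other genotype, which suggests that the genotypes may be exchanged in that panel.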
